# Effects of Early Life Adversity on Tooth Enamel Formation

**DOI:** 10.3389/fdmed.2022.894753

**Published:** 2022-06-15

**Authors:** Ida C. Shaffer, Yukiko Nakano, Aidan Pham, Annabel Short, Antonio Nanci, Yan Zhang, Rozana Shemirani, Pamela K. Den Besten

**Keywords:** enamel, early life adversity (ELA), mineralization, ameloblasts, RNAseq, limited bedding and nesting (LBN)

## Abstract

In a systemic effort to survive environmental stress, organ systems fluctuate and adapt to overcome external pressures. The evolutionary drive back toward homeostasis makes it difficult to determine if an organism experienced a toxic exposure to stress, especially in early prenatal and neonatal periods of development. Previous studies indicate that primary human teeth may provide historical records of experiences related to stressors during that early time window. To assess the molecular effects of early life adversity on enamel formation, we used a limited bedding and nesting (LBN) mouse model of early life adversity (ELA) to assess changes in the enamel organ gene expression and enamel matrix mineralization. On average, postnatal day 12 (P12) ELA mice weighed significantly less than the controls. When adjusted for animal weight, ELA molar enamel volume was reduced as compared with the controls, and the relative mineral density of molar enamel was significantly increased. There were no obvious changes in enamel matrix crystal morphology or structure in ELA as compared with the control mouse enamel. RNAseq showed extracellular matrix organization to be the most significantly affected GO and reactome pathways, whereas butanote metabolism was the most significantly altered KEGG pathway. Transcripts expressing the enamel matrix proteins amelogenin (*Amelx*) and enamelin (*Enam*) were among the top 4 most differentially expressed genes. When evaluating molecular mechanisms for the changes in gene expression in ELA enamel organs, we found significantly increased expression of *Dlx3*, while transcripts for clock genes *Per1* and *Nrd1* were downregulated. These findings support the possibility that the developing enamel organ is sensitive to the pressures of early life adversity and produces molecular and structural biomarkers reflecting these challenges.

## INTRODUCTION

The exposome, which includes environmental stress affecting the hypothalamus–pituitary–adrenal (HPA) axis, affects gene transcription and organ phenotype (1, 2). Evidence from our work in characterizing phenotypes of human primary teeth suggests that exposure to early life adversity alters the tooth phenotype (3–5). Adverse early life experiences can affect physiology, including immune function, cognitive, and emotional development, and can influence the risk of developing stress-related psychopathology (6, 7). Therefore, biomarkers, such as those reflected in altered phenotypes in tooth enamel, could be useful screening tools for identifying children at risk of early life stress-related diseases. However, further studies are needed to understand the mechanisms by which alterations in the HPA axis, such as those resulting from early life adversity, affect tooth formation.

To study how early life adversity (ELA) affects tooth enamel formation, we used the limited bedding and nesting mouse model (LBN) developed in the Baram lab (8–10). In this model, pup stress is evoked *via* fragmented maternal care, generated by reducing the amount of nesting material available to the dam beginning at P2 through the end of the study period at P12.

In mice, the incisor continuously erupts so that all stages of enamel development are present over the length of the incisor, while molars are rooted teeth that develop through sequential stages of development similar to human teeth. In molars, enamel formation begins at P2 with the secretion of enamel matrix proteins, including amelogenin, enamelin, and ameloblastin. Following the secretion of matrix proteins, the protein matrix is hydrolyzed first by MMP-20, followed by further hydrolysis with KLK4 in the maturation stage. As the protein is removed, it is replaced by minerals to form the highly mineralized mature enamel matrix. In mouse molars, the maturation stage begins from about P8 and is complete by P15 (11). The coincident timing of mouse molar tooth enamel matrix protein secretion and maturation to the timing of early life stress in the LBN model for ELA makes this ELA model ideal to assess the effects of stress of early life on tooth enamel formation.

## METHODS

### Limited Bedding and Nesting Early Life Adversity (ELA) Mouse Protocol

#### Animals

Dams were Crh-IRES-Cre +/+ (12), and they were paired with Ai14 tdTomato (13) males, both on a C57Bl6 background. The resulting offsprings were Crh-IRES-Cre, Ai14 tdTomato, as previously described (14). Animals were housed in a 12-h light cycle and provided *ad libitum* food and water. All experiments were carried out in accordance with the University of California, Irvine Institutional Animal Care and Use Committee at the University of California-Irvine and were consistent with Federal guidelines.

Early life adversity was imposed on neonatal mice using simulated poverty by limiting nesting and bedding materials in cages between P2 and P12 (9, 10). For the ELA group, a plastic-coated mesh platform was placed ∼2.5 cm above the floor of a standard cage. Cobb bedding was reduced to cover the cage floor sparsely, and one-half of a single nestlet was provided for nesting material on the platform. Control dams and litters resided in standard cages containing ample cobb bedding and one whole nestlet for nesting. Control and experimental cages were undisturbed during P2–P12, housed in temperature-controlled rooms (22°C).

### MicroCT Imaging and Analysis of P12 Mouse Mandibles

#### Mandible Collection

On postnatal day 12 (P12), mandibles were collected from 3 separate litters of control (*N* = 9) and 3 separate litters of ELA (*N* = 10) mice. The mandibles were fixed in 4% PFA for 24 h, and a total of 5 male and 4 female control and 6 male and 4 female ELA mice were selected for microCT imaging.

#### MicroCT Scanning

One hemimandible from each mouse was scanned by micro-computed tomography (microCT) using a Scanco Medical µCT50 at the UCSF Core Center of Muscoloskeletal Biology and Medicine under the Skeletal Biology core. Specimens were scanned at 10.0 µm resolution with 500 ms integration time within a field of view of 15.2 mm (energy parameters of 55 kVP, 109 µA, 6 W, 0.5 mm AI filter). Reconstructions were generated using Scanco Medical’s integrated µCT Evaluation Program V6.5–3 and converted into DICOM files for post-process analysis.

#### Image Analysis

DICOM files were uploaded into Amira software (ThermoFisher, Version 2020.3.1). A non-local means filter [spatial StdDev = 5, intensity StdDev = 0.2, search window [px] = 9, local neighborhood [px] = 3] and an unsharp masking [interpretation = 3D, edge size [px] = 6, edge contrast = 0.5, brightness threshold = 0] image processing filter was applied to increase the contrast between the mineralized enamel matrix and the surrounding dentin. An enamel masking threshold of 8,500–18,000 Hounsfield units (HU) was applied to the segment mineralizing enamel matrix. Relative enamel mineral density was calculated by averaging the greyscale values in Hounsfield units (HU) of all the voxels within this segment. A 3D volume smoothing (px size = 3) was applied to exclude partial volume components. The volume of the mineralizing matrix was calculated by simple voxel counting of the labeled enamel material. Relative enamel density and volume of all the samples were compared relative to body weight by student *t*-tests.

### Enamel Matrix Crystal Structure

To examine the enamel matrix structure, hemimandibles were fixed by immersion in 4% PFA for 24 h and then stored in PBS at 4°C. They were then post-fixed with a 50:50 mixture of 1.5% aqueous potassium ferrocyanide and 1% aqueous osmium tetroxide, dehydrated in a 30–100% graded ethanol series, and processed for embedding in LR White resin (Electron Microscopy Sciences). The polymerized resin blocks were sectioned perpendicular to the hemimandible with an IsoMet low-speed saw (Buehler, Lake Bluff, Il) and then polished using a polisher PowerPro 5000 (Buehler). The samples were imaged using a Hitachi Regulus 8220 scanning electron microscope (SEM) operated at 1 kV using the low angle backscattered detector (LA-BSE) for imaging.

### RNAseq Pathway Analysis

Mandibles of 4 P12 male controls (bodyweight = 5.9 ± 0.4 gm) and 5 P12 male ELA (bodyweight = 5.30 ± 0.4 g) mouse pups were placed in an RNAlater stabilization solution (Invitrogen) and then transferred to phosphate-buffered saline. Enamel organs were removed from the first molars, and mRNA was extracted and purified using a Direct-zol RNA MiniPrep kit (Zymo Research). RNA quality and quantity were assessed using a NanoDrop spectrophotometer and sent to Novogene Corporation Inc. (Sacramento, CA) for RNA sequencing and analysis.

Gene expression was quantified, normalized, and the differential gene expression was assessed using DESeq2 at a *p*-value of < 0.05 (15), followed by an assessment of FDR values (false discovery rate) (16). Pathway enrichment analyses included gene ontology (GO), KEGG, which integrates genomic, chemical, and systemic functional information (17), and reactome pathway analyses.

### qPCR Amplification

P12 enamel organs from control male mice from 2 separate control litters (*N* = 4) and male mice from 2 separate ELA litters (*N* = 5) were collected for qPCR transcript analysis. The expressions of enamel matrix genes *Amelx*, *Enam*, maturation stage enamel matrix proteinase *Klk4,* clock genes *Nr1d1*, and *Per2* (18, 19), *Dlx3* (20), *Igfbp2*, *Igfbp3* (21); as well as *Hsd11b2* were amplified from ELA and control enamel organs following conversion of mRNA to cDNA using SuperScript IV VILO Master Mix (Invitrogen). Relative mRNA expression was quantified by qPCR with PowerUp SYBR Green Master Mix (Applied Biosystems) using primer sets generated by Elim Biopharmaceuticals, Hayward, CA with *Rpl19* used as the reference gene (Table 1). The relative expression of target genes was analyzed using the ∆∆Ct method (22). Significant differences in expression were determined by an independent student *t*-test using fold-change levels.

## RESULTS

### Animal Weight Was Associated With the Density and Volume of the Mineralizing Enamel Matrix

Early life adversity mice collected for further dissection and analyses (4.97 ± 0.8 g, *N* = 18; 6 l) weighed on average 20% less than their control counterparts (6.0 ± 0.5 g, *N* = 26; 7 l). Density, as measured by relative intensity, and volume of the mineralized segment of the enamel matrix were negatively correlated with body weight (Figure 1). These data show that body weight influences mineralized enamel volume and density.

When we adjusted for body weight, we found that normalized enamel volume and density were similar in male and female mice (data not shown). However, the relative volume of mineralized enamel in ELA was significantly less than that of the controls, and relative density of ELA enamel was significantly increased (Figure 2). Given the large effect of body weight, we checked for normal distribution of weights within the groups using the Shapiro–Wilk test, and while the CTL group passed normality (W=0.89, p=0.21), the ELA mice did not (W=0.83, p=0.04). After excluding the lowest weight values below 4.5 gm, the ELA mice passed the normality test (W=0.83, p=0.075). Therefore, to minimize the effects of weight, these lowest-weight ELA mice were excluded from the remaining analyses.

### SEM Imaging Revealed Normal Enamel Morphology and Crystal Structure

Backscattered SEM images of enamel from P12 control mice (Figures 3A,B) and ELA mice (Figures 3C,D), both showed no difference in the structural organization of the enamel layer and appearance of the enamel crystals.

### RNAseq Seq Analysis Showed Significant Differences in Gene Expression in Enamel Organs From ELA as Compared With Control Mice

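RNA from enamel organs of 5 male ELA pups and 4 male control pups, taken on postnatal day 12, was sequenced, with 1 library per mouse. The enamel organ is the epithelial tissue whose ameloblasts secrete the enamel matrix and then mineralize it, and small amounts of the surrounding mesenchyme, bone and blood can be taken with it. ELA pups were raised with limited bedding and nesting material. The paper gives a body weight of 5.30 ± 0.4 g for the ELA pups and 5.9 ± 0.4 g for the control pups. Sequencing and counting were done by a company for the authors, and the processing notes of the submitters name CASAVA, HISAT and HISAT2 without versions. The program that counted reads, its strand setting and the genome build are not given in the sources used here. The deposited table holds whole-number counts for 54532 Ensembl mouse genes. Of these identifiers, 54495 are in the GENCODE M21 annotation of GRCm38, and 98.3% of the genes have the same coordinates there, so positions are given on GRCm38. Total counts were 18056774 to 32110160 in the ELA libraries (median 20412510) and 18683431 to 20831736 in the control libraries (median 19587988). After genes with few counts were removed, 15909 genes were compared between the 5 ELA and the 4 control mice with edgeR's quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjusted p-values. Expression is given as CPM, the count scaled to the library total, after TMM normalization unless stated otherwise. Mice are named by their titles, which open with t for ELA and c for control. The library of ELA mouse t-203-1-4 stood apart from the rest: 236 genes were at least 10 times as high in it as in any other library, among them Zic1 and Neurod1, transcription factors of cerebellar neurons, at 140.4 and 69.95 CPM against at most 0.772 and 0.317 CPM in the other 8 libraries. Those 2 genes were singled out after their values were seen.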

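With a mean of more than 1 CPM of the plain library total taken as expressed, 512 genes were expressed only in ELA enamel organs, 308 only in control enamel organs and 14054 in both. The genes that marked a single group were expressed at low levels, with a median of 1.56 CPM among the genes found only in ELA and 1.19 CPM among those found only in controls. No gene of either set passed an adjusted p of 0.05 in edgeR. Of the 512 genes found only in ELA, 375 (73.2%) had their highest value in ELA mouse t-203-1-4 and 75 in ELA mouse t-205-1-3. Genes of the nervous system such as Dcx, which encodes the neuronal protein doublecortin, at 82.56 CPM in mouse t-203-1-4 and at most 0.98 CPM in any other, belong to them. Without mouse t-203-1-4, 220 genes were expressed only in ELA and 353 only in controls, and with a mean of more than 1 FPKM taken as expressed in all 9 mice there were 399 and 407. Rnf208 and Htr1d were the 2 genes above 1 CPM in every ELA mouse and in no control mouse, and Ms4a1, Slamf9, Cort, Casp4, Cnbd2 and Tnfrsf13c were the 6 genes above it in every control mouse and in no ELA mouse. Ms4a1, which encodes the B lymphocyte antigen CD20, had a mean of 0.385 CPM in ELA and 3.98 CPM in control mice.

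**Figure D1:**
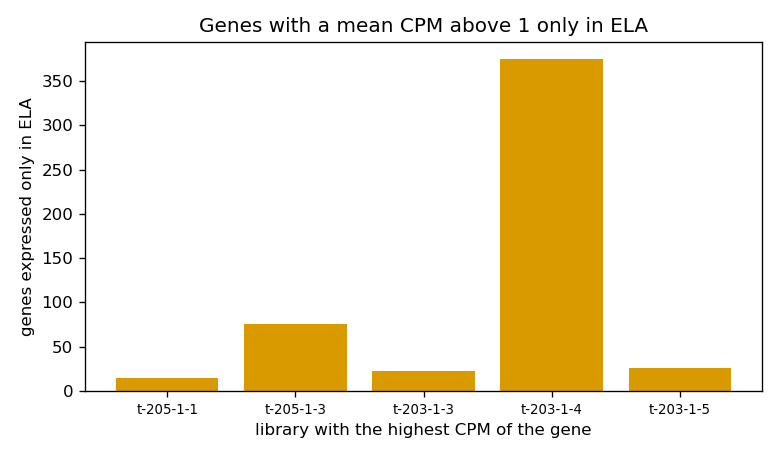
Genes with a mean CPM above 1 only in ELA, counted by the ELA library (horizontal axis) in which each gene had its highest CPM. The bar of mouse t-203-1-4 stands at 375 genes and that of mouse t-205-1-3 at 75.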

RNAseq of P12 enamel organs from control and ELA mice showed 437 genes uniquely expressed in ELA and 345 genes uniquely expressed in control enamel organs (GEO#GSE199982; Figure 4).

There were 81 differentially expressed genes (DEGs) upregulated in ELA p12 mouse’s first molar enamel organs and 62 downregulated genes as compared with the controls (p adjusted <0.05). 

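At an adjusted p below 0.05 from edgeR, 6 genes were higher and 4 were lower in ELA enamel organs. The 6 higher genes were Csn3 (kappa-casein), Chst1 (a carbohydrate sulfotransferase), Krt8 (an epithelial keratin), Amelx (amelogenin), Atp1b1 (a subunit of the sodium-potassium pump) and Prom2 (prominin 2). The 4 lower genes were Thbs4 (thrombospondin 4), Ighm (the constant region of the immunoglobulin mu heavy chain), Capn6 (a calpain-family protein) and Dkk3 (a dickkopf-family protein). Csn3, which lies near Odam on chromosome 5 from 87925579 to 87932665, was at 474.6 ± 183.5 CPM (SD, n = 5) in ELA and 76.72 ± 12.69 CPM (SD, n = 4) in control mice, a log2 fold change of 2.63 (standard error 0.294, adjusted p = 0.0237 from edgeR). Chst1 was at 42.0 ± 25.4 CPM in ELA and 2.79 ± 0.478 CPM in control mice, and Thbs4 at 44.5 ± 5.06 CPM in ELA and 129.7 ± 38.6 CPM in control mice. The log2 fold changes of Chst1, Krt8, Atp1b1 and Prom2 were 3.91, 2.16, 1.56 and 0.92, and those of Ighm, Thbs4, Capn6 and Dkk3 were -1.79, -1.54, -1.15 and -0.88, each with an adjusted p of 0.0477. In none of these 10 genes did any ELA mouse overlap any control mouse. This held for 2.7% of all genes tested, where 1.6% is the share that chance gives.
DESeq2 called 79 genes higher and 59 lower on the same counts, all 10 genes among them, and 566 genes were higher and 459 lower at an unadjusted edgeR p below 0.05. Of the 10 genes, Chst1 and Capn6 did not pass in limma-voom (adjusted p = 0.17 and 0.0612). Chst1 also did not pass in edgeR without a filter on low counts (adjusted p = 0.177). With counts summed over the mice whose titles share a number, such as t-203, none of the 10 passed (adjusted p = 0.0514 to 0.783). The edgeR calls depended on single mice: with 1 mouse left out, 15 genes were higher and 8 lower without ELA mouse t-205-1-3, while no more than 1 gene was higher and no more than 1 lower without any other mouse, control mice included. Csn3 kept its call without each ELA mouse and lost it without control mouse c-204-1-1 (adjusted p = 0.15), c-204-1-2 (0.22), c-202-1-1 (0.0793) or c-202-1-2 (0.125) in edgeR, while its log2 fold change was 2.46 to 2.79 in these 9 fits.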

Secretory enamel matrix proteins, including amelogenin, enamelin, and ameloblastin, were among the most highly upregulated genes in ELA mice. However, there were no differences in the relative expression of the maturation stage matrix proteins odam and amelotin. 

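Of the 3 secreted matrix proteins, amelogenin passed the test in edgeR, enamelin had the larger fold change and ameloblastin did not pass it. Amelx, on chromosome X from 169176114 to 169187200, was at 25830 ± 7117 CPM (SD, n = 5) in ELA and 8742 ± 533.7 CPM (SD, n = 4) in control mice, a log2 fold change of 1.56 (standard error 0.222, adjusted p = 0.0477 from edgeR). It ranked 174 of 15909 genes by fold change and 4 by p. Enam, on chromosome 5 from 88487975 to 88506049, had a mean of 2402 ± 1967 CPM in ELA and 60.9 ± 10.5 CPM in control mice, a log2 fold change of 5.30 (standard error 0.789), and ranked 3 by fold change and 14 by p. Its adjusted p was 0.0571 in edgeR, 0.00622 in edgeR without ELA mouse t-205-1-3, 4.25e-10 in DESeq2 and 0.0372 in limma-voom, and it ranged from 4.25e-10 to 1.0 over 22 alternative settings. Ambn, the most abundant transcript of these libraries, on chromosome 5 from 88455991 to 88468531, was at 71650 ± 13260 CPM in ELA and 49600 ± 6282 CPM in control mice, a log2 fold change of 0.53 (standard error 0.185, adjusted p = 0.58 from edgeR) that ranked 1041 by fold change and 397 by p. Among 12 genes of the enamel matrix and its processing, 9 had a positive fold change and 2, Amelx and Enam, were higher when adjusted over the list alone. The list as a whole was higher in limma's camera test (adjusted p = 0.000176), and this call was lost with a correlation estimated from the data (adjusted p = 0.158 with an estimated correlation).
The call of Amelx held in 1 of 9 fits that each left out 1 mouse, the fit without ELA mouse t-205-1-3, and its adjusted p ranged from 0.00585 to 0.274 in them, with a log2 fold change of 1.43 to 1.71. Amelx lies within Arhgap6 on the other strand, and Arhgap6 was at 35.8 CPM in ELA and 24.9 CPM in control mice.

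**Figure D2:**
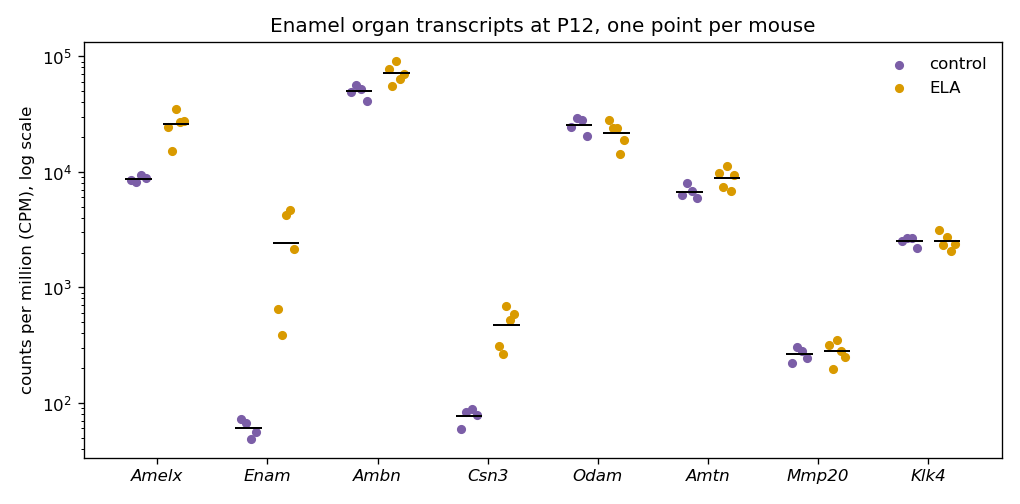
CPM (log scale) of 8 enamel organ transcripts in 4 control and 5 ELA mice, with 1 point per mouse and a line at each group mean. All ELA mice lie above all control mice for Amelx, Enam and Csn3, and the groups overlap for Ambn, Odam, Amtn, Mmp20 and Klk4.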

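Odam, which encodes a protein of the junction between maturation-stage ameloblasts and enamel, was at 21730 ± 5336 CPM (SD, n = 5) in ELA and 25670 ± 3993 CPM (SD, n = 4) in control mice. This was a log2 fold change of -0.24 (standard error 0.211, adjusted p = 0.973 from edgeR), which was 0.0098 without the mice titled t-203. Amtn, which encodes amelotin, was at 8885 ± 1800 CPM in ELA and 6749 ± 914.1 CPM in control mice, a log2 fold change of 0.40 (standard error 0.184, adjusted p = 0.787 from edgeR). The values of the 2 groups overlapped for both genes. Odam lies on chromosome 5 from 87885029 to 87894174 and Amtn on the same chromosome from 88376108 to 88385916.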

Genes for metalloproteinases, including MMP20, found primarily in the secretory stage, and KLK4, found primarily in the maturation stage, were also not differentially expressed in ELA as compared with control enamel organs.

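Mmp20, on chromosome 9 from 7628231 to 7674979, was at 278.3 ± 58.1 CPM (SD, n = 5) in ELA and 263.1 ± 35.3 CPM (SD, n = 4) in control mice, a log2 fold change of 0.08 (standard error 0.174, adjusted p = 0.999 from edgeR). Klk4, on chromosome 7 from 43881160 to 43885804, was at 2523 ± 415.6 CPM in ELA and 2521 ± 228.9 CPM in control mice, a log2 fold change of 0.00082 with a standard error of 0.157. For both proteinases the difference between the groups was smaller than the spread between mice, and its sign depended on single mice. The log2 fold change of Klk4 was -0.084 without ELA mouse t-205-1-1, -0.025 without ELA mouse t-203-1-3 and -0.060 without control mouse c-202-1-2, and that of Mmp20 was -0.0066 without ELA mouse t-203-1-3. In counts simulated for these libraries, edgeR recovered 58.6% of the genes that were changed by 2-fold and 91.8% of those changed by 4-fold.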

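Most tested genes of the extracellular matrix lists had a negative log2 fold change in ELA enamel organs, but few of them passed on their own. Of 47 matrix glycoproteins and proteoglycans, 36 had a negative log2 fold change (median -0.34), 1, Thbs4, was lower over all genes tested, 7 were lower when adjusted over the list alone and none was higher. Tnn, the tenascin W gene, was at 34.4 ± 16.4 CPM (SD, n = 5) in ELA and 149.7 ± 56.6 CPM (SD, n = 4) in control mice, a log2 fold change of -2.12 (adjusted p = 0.0903 from edgeR and 5.61e-07 from DESeq2). It passed in 4 of 22 alternative settings. With 1 mouse left out, Tnn passed in 1 of 9 edgeR fits, the fit without ELA mouse t-205-1-3 (adjusted p = 0.0393, and up to 0.292 in the others). Postn (periostin), Aspn (asporin) and Lum (lumican) had log2 fold changes of -1.09, -1.18 and -0.74. Of 39 collagens, 30 had a negative fold change (median -0.27), and 1, Col3a1, was lower when adjusted over the list alone, at 2678 ± 476.6 CPM in ELA and 5145 ± 1283 CPM in control mice. Col8a2, a collagen of basement membranes, went the other way with a log2 fold change of 0.67. Both lists were lower as groups in camera, the glycoproteins with an adjusted p of 5.84e-10 and the collagens with 1.51e-05, and both calls were lost with a correlation estimated from the data (adjusted p = 0.115 and 0.277 with an estimated correlation).
Markers of other tissues next to the enamel organ were lower with them. This was measured for dental mesenchyme and fibroblasts (16 of 18 negative, adjusted p = 6.63e-08, and 0.118 with an estimated correlation), osteoblasts (9 of 11, adjusted p = 0.000959, and 0.115 with an estimated correlation), osteoclasts (9 of 9, adjusted p = 6.98e-05, and 0.23 with an estimated correlation) and odontoblasts (6 of 6, adjusted p = 0.0246, and 0.321 with an estimated correlation). The odontoblast call was lost without ELA mouse t-205-1-1 (adjusted p = 0.152), ELA mouse t-203-1-3 (0.0521), control mouse c-202-1-2 (0.216) or the mice titled c-204 (0.0672) or t-205 (0.239), and the osteoclast call without the mice titled c-202 (0.0625). The mesenchyme markers share Col1a1, Col1a2, Col3a1, Dcn, Lum and Postn with the matrix lists tested here, the osteoblast markers share Omd and Spp1, and the osteoclast markers share Ctsk and Mmp9.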

Go pathway analysis showed extracellular matrix organization and structure as the most significantly ELA-altered pathways. 

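As groups, the enzymes of butyrate and of ketone body metabolism were higher in ELA enamel organs, with small fold changes. Of 19 genes of butanoate metabolism with enough counts, 17 had a positive log2 fold change (median 0.31) and 9 were higher at an unadjusted p below 0.05, where 1.22 are expected by chance. None passed the adjusted p over all genes tested or when adjusted over the list alone. Of 10 genes of ketone body synthesis and degradation, all 10 had a positive fold change (median 0.42), 6 were higher at the unadjusted p, and 2, Bdh1 and Acat2, were higher when adjusted over the list alone. Averaged over the butanoate genes, log2 CPM was 5.32 to 5.58 in the 5 ELA mice and 5.09 to 5.18 in the 4 control mice, so the groups did not overlap. For the ketone body genes the ranges were 5.25 to 5.61 and 5.02 to 5.12. Both lists passed camera (adjusted p = 3e-08 and 6.48e-07), also with a correlation estimated from the data (adjusted p = 0.0166 and 0.0186 with an estimated correlation), and both were over-represented among the genes with an unadjusted p below 0.05 (adjusted p = 8.05e-06 and 8.04e-05 from a one-sided Fisher's exact test). None of their members is among the 10 genes past the adjusted p, so over-representation there could not be tested. The lists were written from the enzymes of each pathway and are not a copy of the KEGG entries, and every ketone body gene is also in the butanoate list, so the tests are not independent. Lists for cell types shifted too. Genes of secretory- and maturation-stage ameloblasts had median log2 fold changes of 0.26 and 0.24. Markers of dental mesenchyme, osteoblasts and osteoclasts had medians of -0.50, -0.39 and -0.57. With an estimated correlation, the secretory-stage list kept its call in camera (adjusted p = 0.0279). The maturation-stage, mesenchyme, osteoblast and osteoclast lists lost theirs (adjusted p = 0.23, 0.118, 0.115 and 0.23). Whether a different share of cells contributes to the rise of the enzymes was not tested.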

KEGG pathways that were most significantly altered by ELA were butanoate metabolism, and synthesis and degradation of ketone bodies. The most significantly altered reactome pathway was extracellular matrix organization (see Table 2 and Supplementary Figures 1–3).

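Of 867 Reactome sets tested with camera, 29 were higher and 18 lower in ELA enamel organs at an adjusted p below 0.05, and none of the 867 passed with an estimated correlation. Sets of the nervous system were among the 29, and the broadest of these, neuronal system, with 184 tested genes (adjusted p = 0.0312, and 0.998 with an estimated correlation), lost its call without ELA mouse t-203-1-4 (0.803), whose library held the neuronal genes named earlier, control mouse c-204-1-2 (0.166) or control mouse c-202-1-1 (0.124). Without mouse t-203-1-4, 18 of the 29 higher and 12 of the 18 lower sets kept their call, and the number of lower sets was 28 without ELA mouse t-205-1-3, 36 without ELA mouse t-203-1-5, 32 without control mouse c-204-1-1 and 30 without control mouse c-202-1-2. Extracellular matrix organization held 217 tested genes, of which 35 were lower and 5 higher at an unadjusted p below 0.05. By over-representation it ranked 1 (adjusted p = 1.15e-06 from a one-sided Fisher's exact test) and by camera it ranked 3, in the lower direction (adjusted p = 8.56e-05, and 0.998 with an estimated correlation). Degradation of the extracellular matrix ranked next by over-representation, with 17 genes lower and 3 higher. Of 34 metalloproteinases, their inhibitors and other matrix-degrading enzymes, 26 had a negative log2 fold change and 6 were lower when adjusted over the list alone (Timp1, Mmp12, Timp2, Mmp2, Adamts1 and Mmp19). Timp1, an inhibitor of metalloproteinases, was at 41.5 ± 8.62 CPM (SD, n = 5) in ELA and 70.4 ± 5.99 CPM (SD, n = 4) in control mice, and Mmp2, a gelatinase, at 214 ± 65.2 and 356.4 ± 80.3 CPM. This list passed camera with a preset and with an estimated correlation (adjusted p = 3.58e-08, and 0.0166 with an estimated correlation).

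**Figure D3:**
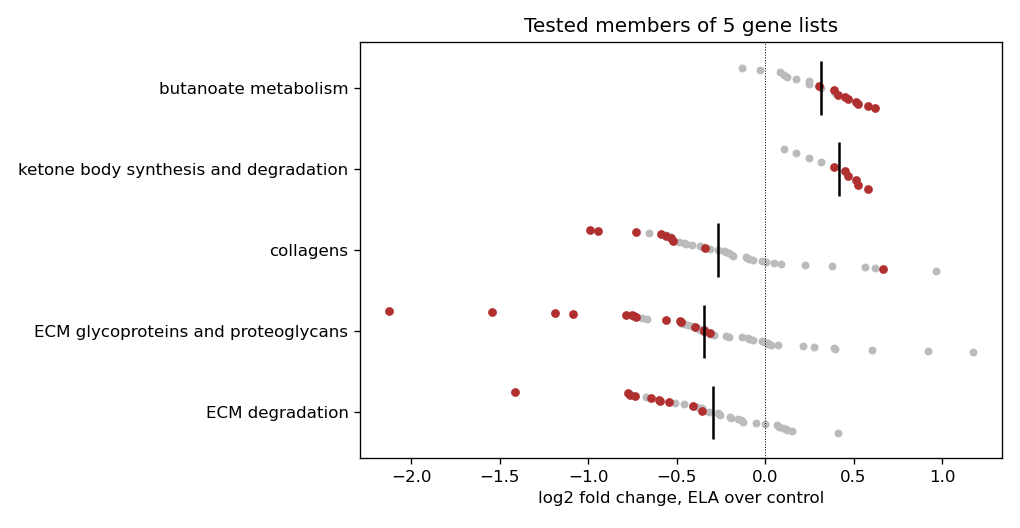
Log2 fold changes (ELA over control, horizontal axis) of the tested members of 5 gene lists. Each point is a gene, red where its unadjusted p was below 0.05, and the vertical black line of each list is its median, at 0.31 for butanoate metabolism and -0.34 for the matrix glycoproteins.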

### qPCR Analysis Showed Significant Differences in the Expression of Genes Associated With Amelogenin Expression in ELA and Control P12 Molars

PCR amplification and analysis showed a significant increase in the expression of amelogenin and enamelin in ELA as compared with control mice. Clock genes *Nr1d1* and *Per2*, which are associated with increased amelogenin expression (18, 19) were, however, downregulated in ELA enamel organs. Expression of *Igfb2,* which is associated with IGF-related amelogenin expression (21) was upregulated, and *Dlx3,* a transcription factor associated with amelogenin expression (20) was significantly increased. There were no differences in the expression of *Klk4* and *Hsd11b2* gene expression (Figure 5).

## DISCUSSION

Our results show that in mice, the experience of early life adversity alters tooth enamel formation. Overall, we found a negative association between body weight and the relative density and volume of the mineralized enamel. This indicates that factors that influence overall growth, as reflected in body weight, also influence enamel mineralization. The bodyweight of ELA mice is negatively associated with plasma corticosterone levels (23), and intracellular corticosterone concentration can be regulated by corticosteroid 11-beta-dehydrogenase isozyme 2, expressed by *Hsd11b2.* However, we found low expression of Hsd11b2 in the enamel organ, and PCR amplification showed no significant differences in *Hsd11b2* expression in ELA as compared with weight-matched controls. This suggests that cellular corticosterone in the enamel organ does not have a major role in altering enamel matrix mineralization, but rather, in ELA mice, these changes are associated with systemic effects resulting from the dysregulation of the hypothalamus pituitary adrenal axis (HPA).

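In the RNAseq libraries Hsd11b2 was expressed at a low level, 0.888 ± 0.731 CPM (SD, n = 5) in ELA and 0.194 ± 0.227 CPM (SD, n = 4) in control mice. Its log2 fold change was 2.16 with a standard error of 0.788 (adjusted p = 0.624 from edgeR). The gene lies on chromosome 8 from 105518755 to 105523988. Of 18 genes that respond to or transmit glucocorticoids, none was higher or lower when adjusted over the list alone, and the list did not pass camera (adjusted p = 0.647). Its direction in that test turned from higher to lower without ELA mouse t-205-1-3 (adjusted p = 0.926), ELA mouse t-203-1-5 (0.824) or control mouse c-202-1-1 (0.944). Fkbp5, a glucocorticoid-induced co-chaperone of the glucocorticoid receptor, was at 16.2 ± 3.14 CPM in ELA and 13.4 ± 3.8 CPM in control mice.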

A cellular effect of ELA that may affect amelogenesis is suggested by the enriched KEGG pathway, butyrate metabolism. 

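Bdh1, which encodes the mitochondrial enzyme that interconverts acetoacetate and beta-hydroxybutyrate, had the smallest p of the butanoate list. It was at 125.0 ± 12.9 CPM (SD, n = 5) in ELA and 86.7 ± 18.3 CPM (SD, n = 4) in control mice, a log2 fold change of 0.53 (standard error 0.156, adjusted p = 0.442 from edgeR), with all 5 ELA mice above all 4 control mice. Acat2, a cytosolic acetyl-CoA acetyltransferase, was at 54.9 ± 8.37 and 39.6 ± 5.87 CPM, a log2 fold change of 0.47 (standard error 0.149, adjusted p = 0.493 from edgeR). The members that did not share the direction were Gad1 and Ehhadh, at -0.13 and -0.03. With each mouse left out in turn, the list kept an adjusted p of 3.19e-09 to 4.03e-06 in camera.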

Butyrate metabolism describes the metabolic fate of short-chain fatty acids or short-chain alcohols that are typically produced by intestinal fermentation. Our findings of alterations in the KEGG butyrate metabolism pathway in enamel organs of ELA mice are consistent with studies that have shown LBN models of ELA rats to have increased intestinal permeability, decreased microbial alpha diversity, and reduced butyrate-producing microbes (24). 

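Oxct1, which encodes the enzyme that activates acetoacetate for use as fuel, was at 282.7 ± 54.3 CPM (SD, n = 5) in ELA and 207.1 ± 16.8 CPM (SD, n = 4) in control enamel organs, a log2 fold change of 0.45 (standard error 0.158, adjusted p = 0.595 from edgeR). It did not pass the test on its own. In camera with each mouse left out in turn, the ketone body list kept an adjusted p of 1.44e-07 to 1.77e-05.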

Butyrate metabolism is associated with the production of ketone bodies (25), a pathway that was also affected in ELA enamel organs.

What was unexpected to us was the significant increase in relative density of the mineralized enamel matrix in the weight normalized ELA mice as compared with controls. This relative increase in mineral density in ELA mouse enamel is consistent with our findings in human primary mandibular incisors. Enamel density in primary mandibular incisors is positively associated with internalizing symptoms (5), and internalizing symptoms in humans are associated with early life adversity (26). These studies of ELA mice therefore support the possibility that early life adversity, related to disrupted maternal care (23), can be reflected in the increased enamel mineralization. SEM analysis did not show obvious differences in the structure of enamel crystals in the mineralizing enamel matrix of ELA molars as compared to controls, though qualitative SEM studies to assess possible changes related to the timing of enamel mineralization will require additional studies.

We found that mRNA transcript for the enamel matrix proteins, amelogenin and enamelin, were highly upregulated in ELA enamel organs as compared with the controls. 

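Enamelin expression was above every control mouse in each of the 5 ELA mice, but its level differed between them. Enam was at 389.3 and 649.6 CPM in the ELA mice titled t-205 and at 2125, 4198 and 4649 CPM in those titled t-203, against 48.9 to 72.4 CPM in the 4 control mice. Amelx was at 15220 to 34940 CPM in ELA mice and at 8229 to 9465 CPM in control mice. Among 15 genes of secretory-stage ameloblasts, 11 had a positive log2 fold change, and Amelx, Enam, Msx2, Dlx3 and Ambn were higher when adjusted over the list alone. Msx2, a homeobox transcription factor of the enamel epithelium, was at 137.8 ± 25.5 CPM (SD, n = 5) in ELA and 85.6 ± 32.1 CPM (SD, n = 4) in control mice, a log2 fold change of 0.69 (adjusted p = 0.552 over all genes from edgeR). The list was higher in camera (adjusted p = 1.09e-06, and 0.0279 with an estimated correlation). Without the mice titled t-203, the log2 fold change of Enam was 3.09 and its adjusted p 0.00032 in edgeR.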

To explore possible mechanisms by which ELA alters amelogenin expression, we evaluated several candidate pathways. 

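Cebpa, on chromosome 7 from 35119293 to 35121928, encodes the transcription factor C/EBPα. It was at 11.2 ± 2.68 CPM (SD, n = 5) in ELA and 13.4 ± 1.68 CPM (SD, n = 4) in control enamel organs. The log2 fold change was -0.26 (standard error 0.195, adjusted p = 0.944 from edgeR), and the values of the groups overlapped.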

C/EBP*α*, a transcription factor for amelogenin in ELA and controls showed no evidence of differential expression by RNAseq (data not shown). Clock genes, *Nr1d1* and *Per2,* which have been positively associated with amelogenin expression (18) were downregulated in ELA mice. Thrombospondin 2, a member of the multifunctional family of glycoproteins, has been shown to increase amelogenin expression (27); however our RNA seq data showed downregulation of thrombospondin 2 in ELA mouse enamel organs. 

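Thbs2, on chromosome 17 from 14665500 to 14694235, was at 112.0 ± 12.5 CPM (SD, n = 5) in ELA and 188.6 ± 44.3 CPM (SD, n = 4) in control mice, and no ELA mouse overlapped a control mouse. Its log2 fold change was -0.75 (standard error 0.164). The adjusted p was 0.166 in edgeR, 0.196 in limma-voom and 0.00867 in DESeq2, the lowest of 22 alternative settings. The related gene Thbs4 was lower over all genes tested.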

Consistent with previous studies showing that insulin-like growth factor binding proteins (*Igfbp2*, and *Igfbp3*) can regulate the expression pattern of both *Amelx* (21) and *Enam* (28), RNAseq and qPCR data showed a small but significant upregulation in *Igfbp2* in ELA as compared with the control enamel organ.

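Igfbp2, on chromosome 1 from 72824503 to 72852474, was at 434.1 ± 80.5 CPM (SD, n = 5) in ELA and 301.5 ± 49.8 CPM (SD, n = 4) in control mice, a log2 fold change of 0.53 (standard error 0.173). Its adjusted p was 0.534 in edgeR and 0.213 in DESeq2. Igfbp3 was at 713.7 ± 44.3 and 572.4 ± 69.2 CPM, a log2 fold change of 0.32 (standard error 0.131, adjusted p = 0.696 from edgeR), without overlap between the groups. Of 17 genes of the insulin-like growth factor axis, 1, Igf2, was higher when adjusted over the list alone, at 15.5 ± 2.86 CPM in ELA and 9.66 ± 1.36 CPM in control mice, and none was lower. Pappa2, a protease that releases insulin-like growth factors from their binding proteins, had a log2 fold change of -0.96 (adjusted p = 0.526 from edgeR). The list did not pass camera (higher, adjusted p = 0.427), its median log2 fold change was 0.07 and its mean -0.01, and the direction turned without control mouse c-204-1-2 (adjusted p = 0.999).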

*Dlx3,* which *in vitro* has been shown to upregulate expression of the enamel matrix protein genes *Amelx*, *Enam*, *Klk4*, and *Odam* (29), was the most highly upregulated of the candidate genes. However, while our RNAseq analysis showed the upregulation of amelogenin and enamelin expression in ELA enamel organs, we found no changes in *KLK4* and *Odam* expression. 

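Of 25 genes of maturation-stage ameloblasts with enough counts, 20 had a positive log2 fold change (median 0.24), and 2, the carbonic anhydrases Car6 and Car12, were higher when adjusted over the list alone. Members with a negative log2 fold change included Wdr72 at -0.47, Odam at -0.24, Clcn7 at -0.06 and Cftr at -0.04. Tfrc, the transferrin receptor that brings iron into ameloblasts, was at 321.9 ± 81.0 CPM (SD, n = 5) in ELA and 210.5 ± 27.8 CPM (SD, n = 4) in control mice (log2 fold change 0.61, adjusted p = 0.564 from edgeR). The list was higher in camera (adjusted p = 6.98e-05), and this call was lost with a correlation estimated from the data (adjusted p = 0.23 with an estimated correlation).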

Duverger et al. (30) reported that *in vivo* DLX3 loss of function has no effect on the expression of the major enamel matrix proteins (including *Amelx* and *Enam*) and proteinases (including KLK4), however, the expression of ion transporters and carbonic anhydrase are affected. 

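Car6, the secreted carbonic anhydrase, was at 111.3 ± 46.4 CPM (SD, n = 5) in ELA and 32.8 ± 5.57 CPM (SD, n = 4) in control enamel organs, a log2 fold change of 1.77 (standard error 0.3). Car12, which is anchored in the cell membrane, was at 181.6 ± 45.2 and 89.5 ± 11.3 CPM, a log2 fold change of 1.02 (standard error 0.2), and the cytosolic Car3 at 251.2 ± 54.7 and 126.1 ± 19.6 CPM, a log2 fold change of 0.99 (standard error 0.178). For all 3 genes every ELA mouse was above every control mouse. Car3 is also in a list of adipocyte markers, where Fabp4 had a log2 fold change of 1.53 and Lpl of -0.08. The adjusted p of Car6, Car12 and Car3 was 0.0791, 0.11 and 0.0877 in edgeR and 5.03e-07, 0.000645 and 7.26e-05 in DESeq2. Without ELA mouse t-205-1-3, Car6 and Car12 passed in edgeR as well (adjusted p = 0.00816 and 0.0124). All 3 were higher when adjusted over the list of 11 carbonic anhydrases alone, and the other 8 did not pass it. Car2, a cytosolic enzyme and the most abundant of the list, was at 329.2 ± 67.8 and 249.6 ± 27.3 CPM (log2 fold change 0.40, adjusted p = 0.695 from edgeR). Car8, a member of the family without enzyme activity, had a log2 fold change of 3.01, with 52.02 CPM of the library total in ELA mouse t-203-1-4 and at most 1.78 CPM in any other. The list was higher in camera (adjusted p = 0.00166), and this call was lost with a correlation estimated from the data (adjusted p = 0.158 with an estimated correlation) and without the mice titled t-203 (adjusted p = 0.152).

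**Figure D4:**
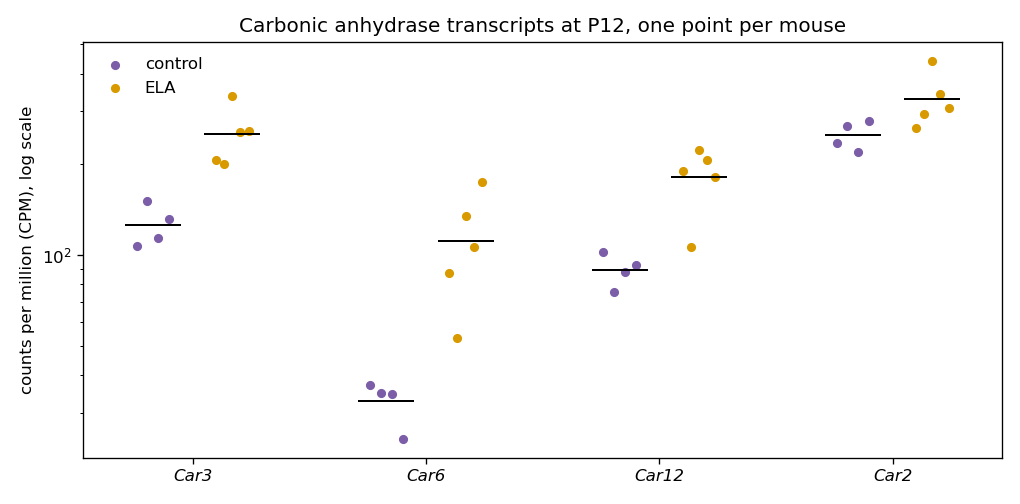
CPM (log scale) of Car3, Car6, Car12 and Car2 in 4 control and 5 ELA mice, with 1 point per mouse and a line at each group mean. Car6 lies between 52.97 and 174.9 CPM in ELA mice and between 24.59 and 37.08 CPM in control mice.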

Our RNAseq analysis showed significant upregulation of carbonic anhydrase transcripts *Car6*, *Car3*, and *Car12*, which in maturation stage enamel, function to synthesize bicarbonate, which is then transported to the mineralizing enamel matrix to neutralize protons produced by the formation of hydroxyapatite (31, 32). This neutralization of the mineralizing enamel matrix then allows the continued growth of hydroxyapatite crystals. It may be that the relative increase in enamel mineral in weight-matched ELA mice is related to a Dlx3-mediated increase in bicarbonate synthesis to allow more rapid growth of hydroxyapatite crystals.

In the brain, *Dlx* isoforms induce the synthesis of glutamic acid decarboxylase (GAD1 and GAD2) (33), which increases GABA synthesis. Though *Dlx3* has not been associated with the regulation of GABA synthesis, RNA seq data showed upregulated genes for enzymes involved in the breakdown of GABA (*Abat* and *Aldh5A1*) in ELA mice, suggesting the possibility that GABA related pathways are involved in changes in gene expression in enamel organs of the ELA mouse model. 

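Abat, the transaminase that breaks down GABA, was at 84.3 ± 20.1 CPM (SD, n = 5) in ELA and 54.8 ± 9.51 CPM (SD, n = 4) in control mice, a log2 fold change of 0.62 (standard error 0.185, adjusted p = 0.445 from edgeR). Aldh5a1, the dehydrogenase of the next step, was at 15.3 ± 1.29 and 11.5 ± 1.46 CPM, a log2 fold change of 0.41 (standard error 0.142, adjusted p = 0.569 from edgeR), without overlap between the groups. Gad1, the enzyme that makes GABA, was expressed at a similar level in both, 104.2 ± 26.4 and 114.1 ± 28.8 CPM, with an adjusted p of 0.999 in edgeR. Gad2 had counts in 2 libraries, ELA mouse t-203-1-4 with 5.39 CPM and ELA mouse t-203-1-5 with 0.186 CPM. Of 13 genes of GABA metabolism and signalling, none was higher or lower when adjusted over the list alone, and the list was higher in camera (adjusted p = 0.0225, and 0.451 with an estimated correlation). The receptor gene Gabbr2 was at 22.3 CPM in mouse t-203-1-4 and at most 1.18 CPM in any other library. The call of the list was lost without ELA mouse t-203-1-4 (adjusted p = 0.488), ELA mouse t-203-1-5 (0.0539) or control mouse c-202-1-1 (0.0535) and with at least 10 counts in every library (0.0788), and without the mice titled t-203 its direction was lower (adjusted p = 0.769).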

*Dlx3* transcription is mediated through Wnt signaling, which has a critical role in amelogenesis (34) and hippocampal neurogenesis (35). These findings suggest the importance of further studies to characterize the effects of early life adversity on Wnt signaling and its effects on enamel maturation.

Taken together our findings show the dysregulation of multiple genes in the enamel organ of mice exposed to early life adversity through limited bedding and nesting and disrupted maternal behaviors. It is not clear why amelogenin and enamelin expression are upregulated in enamel organs from ELA mice, or how increased expression of these genes influences enamel matrix mineralization relative to body weight in the ELA mouse model. However, enhanced enamel mineralization relative to body weight in ELA mice may be specifically associated with increased *Dlx3* expression to drive the upregulation of carbonic anhydrase synthesis, resulting in more rapid mineralization of hydroxyapatite crystals.

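Dlx3, which encodes a homeobox transcription factor of the tooth and lies on chromosome 11 from 95120119 to 95125296, was at 277.5 ± 67.5 CPM (SD, n = 5) in ELA and 168.1 ± 63.9 CPM (SD, n = 4) in control mice. This is a log2 fold change of 0.72 (standard error 0.249, adjusted p = 0.569 from edgeR), with overlap between the groups. The paper reasons from the higher amelogenin and enamelin transcripts to their candidate regulators. It states that C/EBPα showed no difference and thrombospondin 2 was lower in RNAseq, and that Igfbp2 was higher in RNAseq and qPCR. By its qPCR the clock genes Nr1d1 and Per2 were lower and Dlx3 was higher, Dlx3 the most of the candidate genes. Earlier work tied the clock genes and thrombospondin 2 to higher amelogenin. The qPCR values were not analysed here, and the RNAseq values of Dlx3 above are a separate measurement. The paper then sets the absence of a change in Klk4 and Odam beside earlier work in which loss of DLX3 affected ion transporters and carbonic anhydrase and not the major matrix proteins. From the higher carbonic anhydrase transcripts, the paper proposes that Dlx3 raises bicarbonate synthesis and allows hydroxyapatite crystals to grow more rapidly. From the butanoate pathway it proposes a cellular effect of ELA on amelogenesis, and from the enzymes of GABA breakdown a part of GABA-related pathways in the changed gene expression.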

Increased relative mineral density in molars of mice exposed to early life adversity is also consistent with the association of early life adversity with accelerated biological aging (36, 37). Therefore, it may be that the enamel from human primary teeth, which mineralize in early life, can provide biomarkers to identify individuals with risk factors associated with early life stress. Taken together, these studies support the concept that the developing tooth enamel organ is a useful model to explore cellular mechanisms related to changes in the HPA axis during development.

## Supplementary Material

Supplemental pdf

## Figures and Tables

**FIGURE 1 |:**
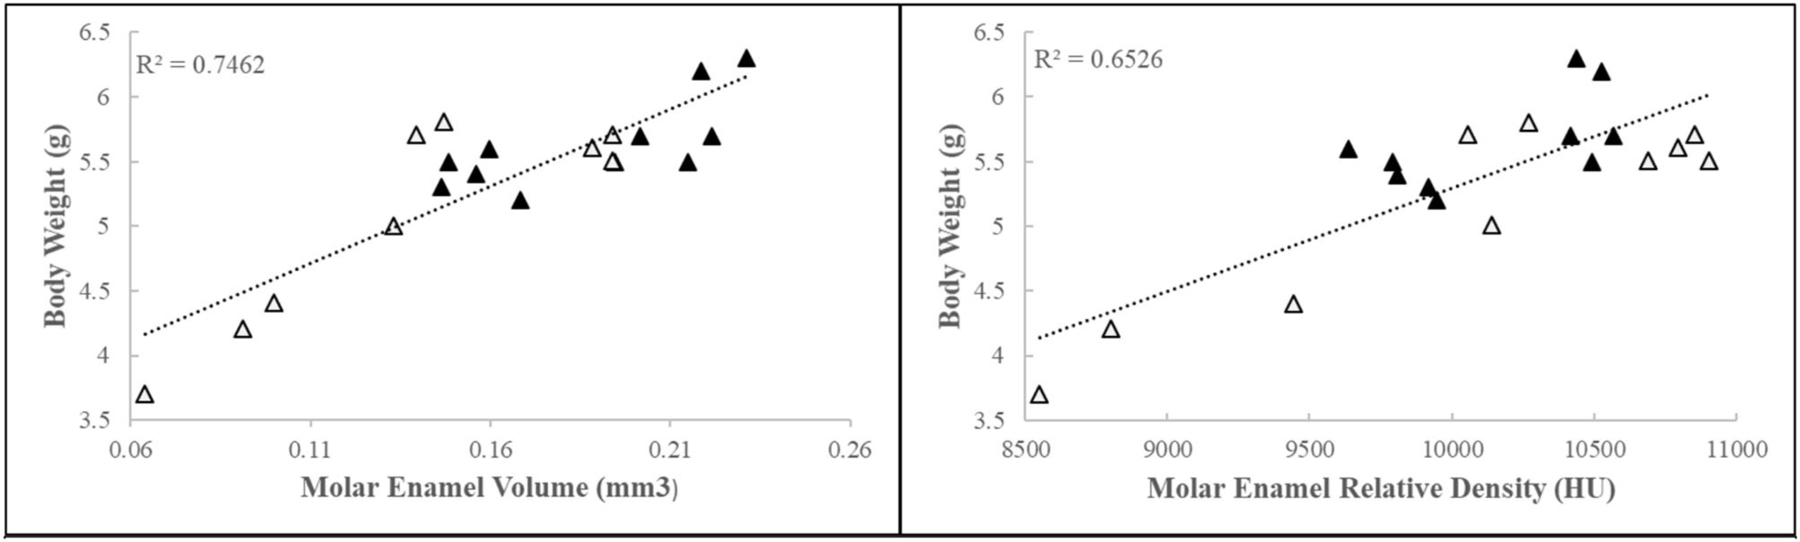
First molar relative enamel mineral density and enamel volume is associated with animal weight. Black triangles = control, white triangles = ELA.

**FIGURE 2 |:**
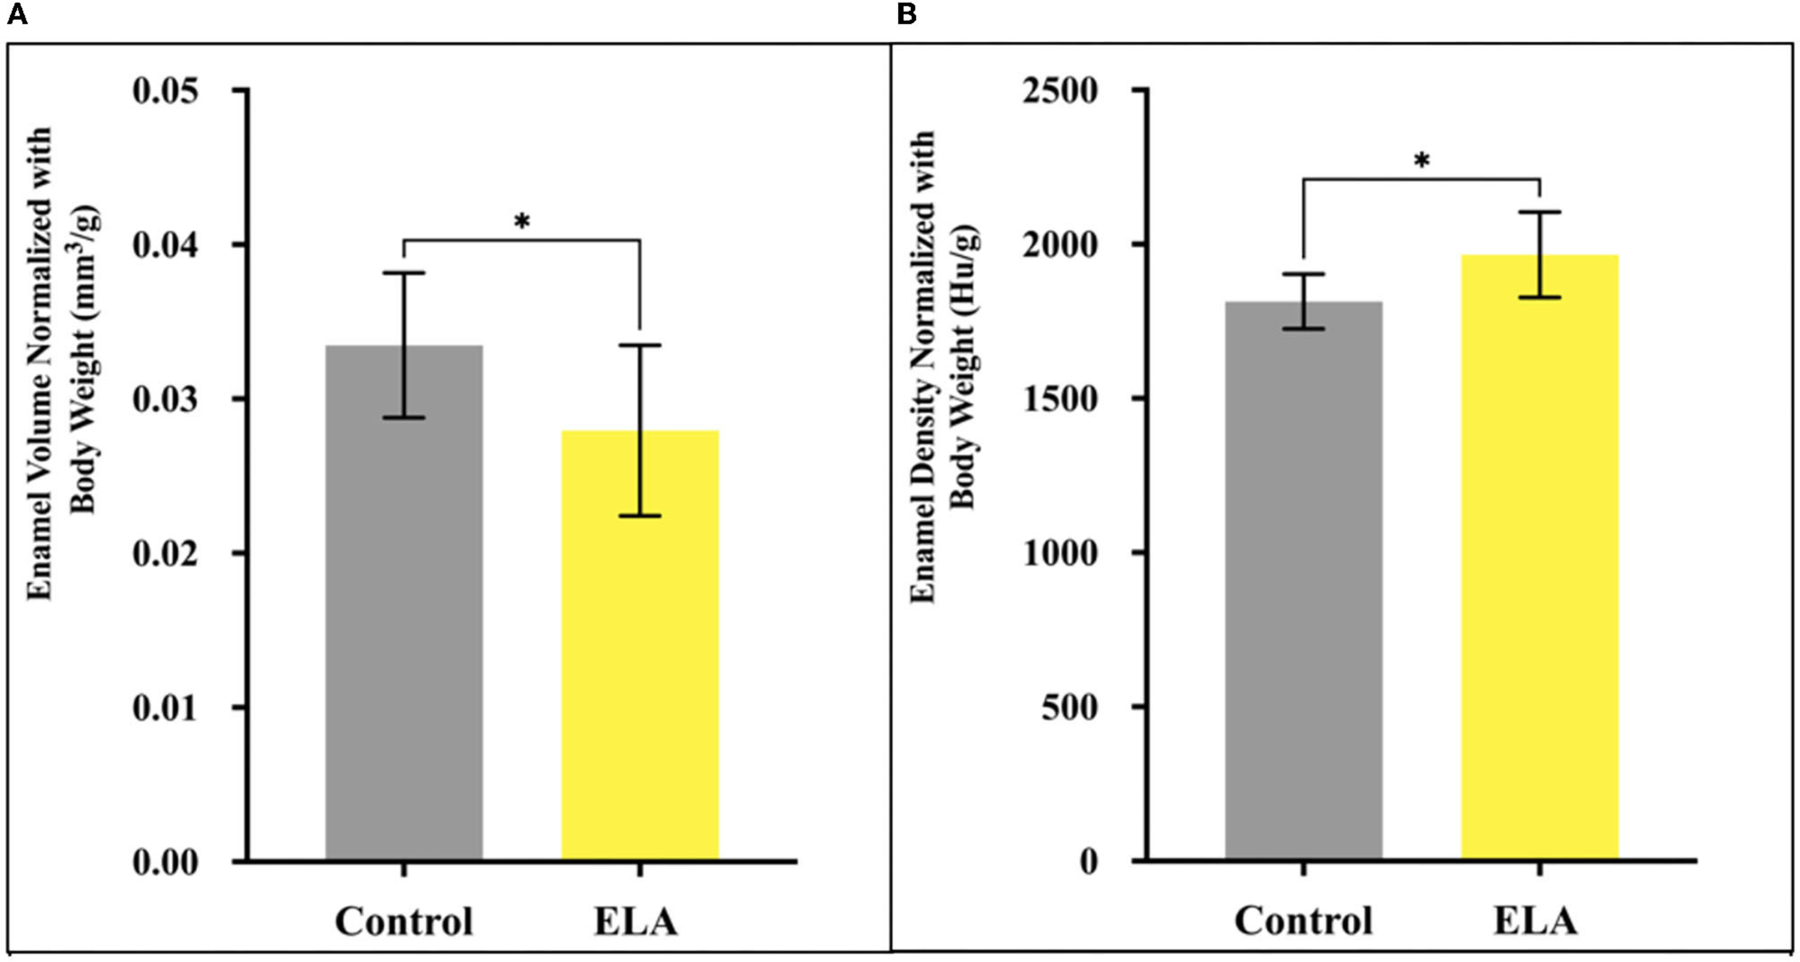
Mineralized enamel volume and relative density in molars from P12 mice, normalized for body weight. **(A)** Enamel volume was significantly less in ELA (n = 10) as compared to controls (n = 10). **(B)** Enamel density was significantly higher in ELA mice as compared to controls *p < 0.05. Error bars: SD.

**FIGURE 3 |:**
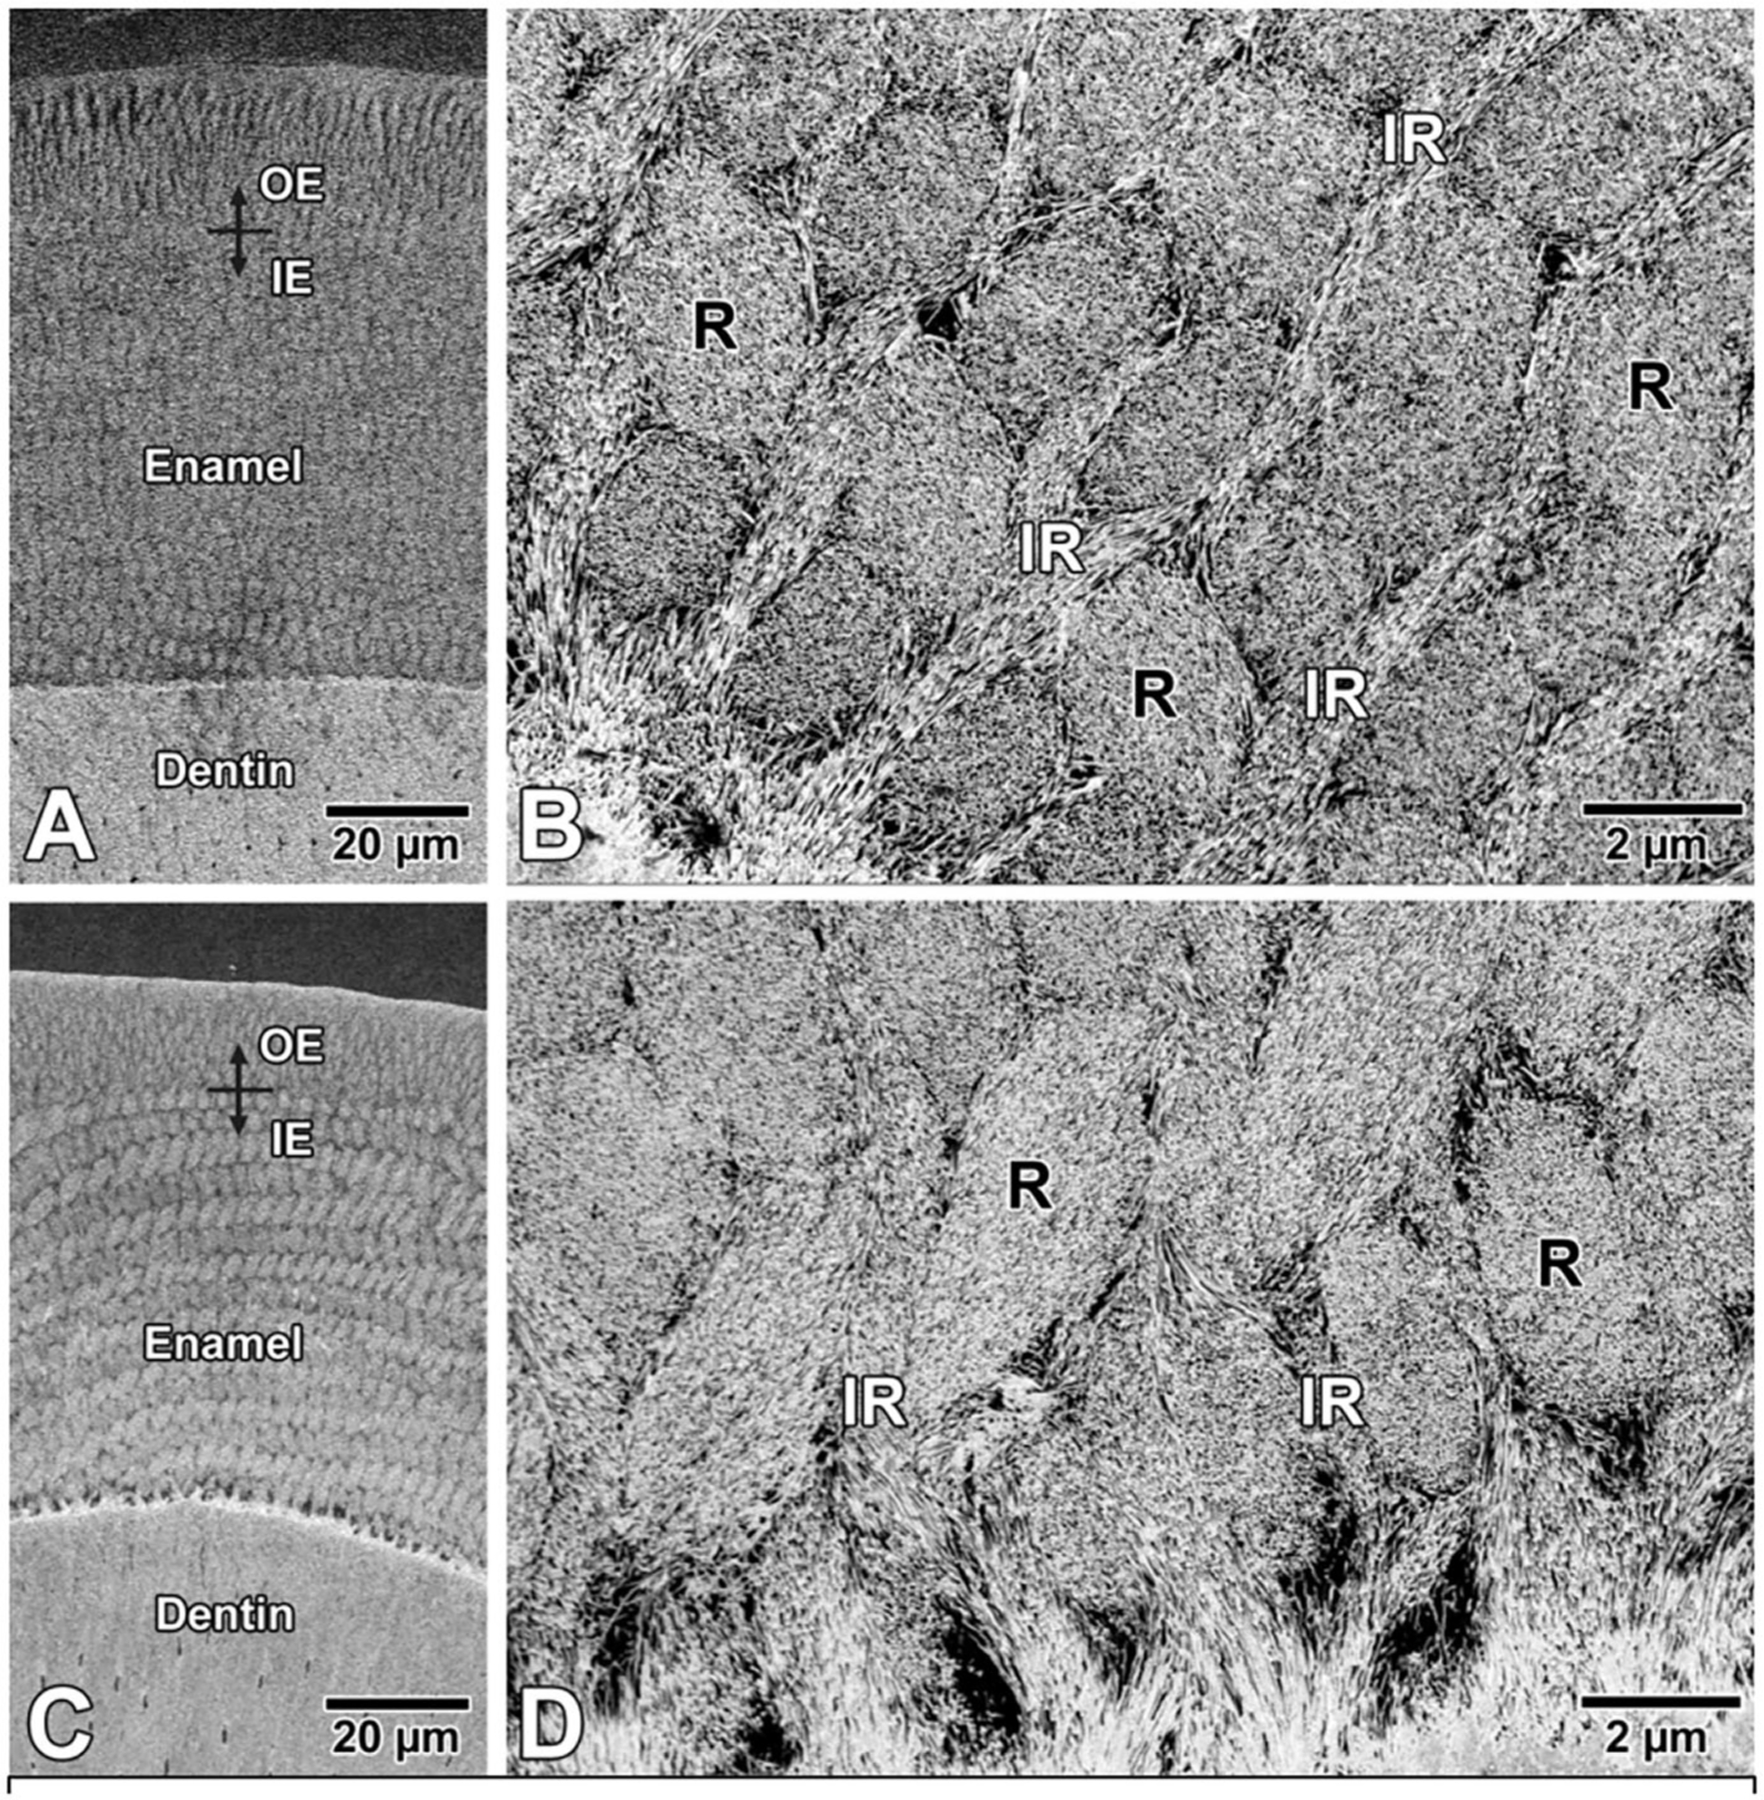
Backscattered electron SEM images of enamel in **(A,B)** control and **(C,D)** ELA mice. Qualitatively, there are no differences in the structural organization of rod (R)-interrod (IR) enamel, and **(B,D)** also no apparent difference in appearance of crystal profiles. IE, inner enamel; OE, outer enamel.

**FIGURE 4 |:**
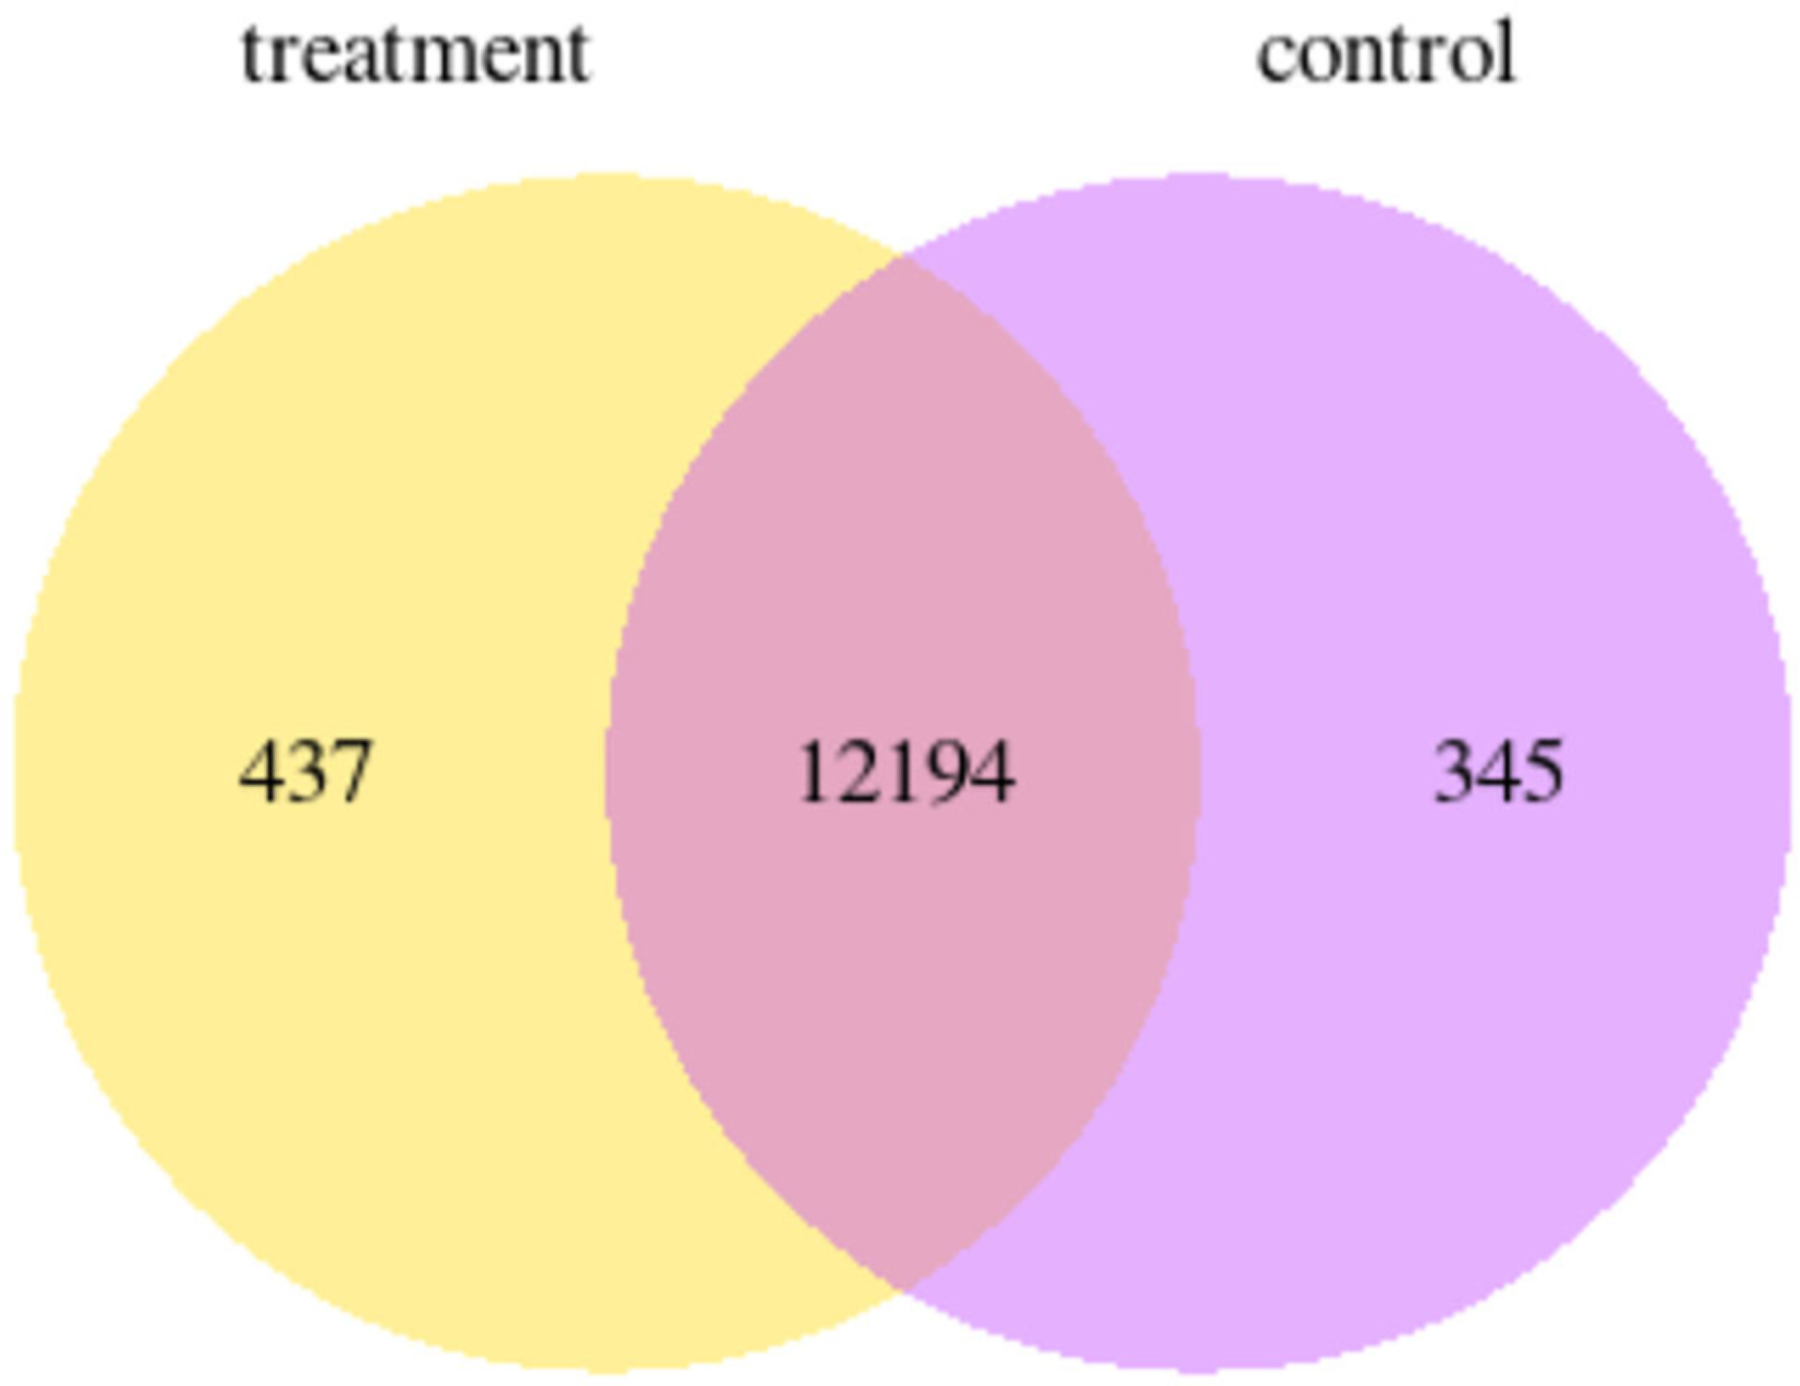
Venn diagram showing the number of genes that are uniquely expressed within each group yellow = ELA mice, purple = weight-matched controls.

**FIGURE 5 |:**
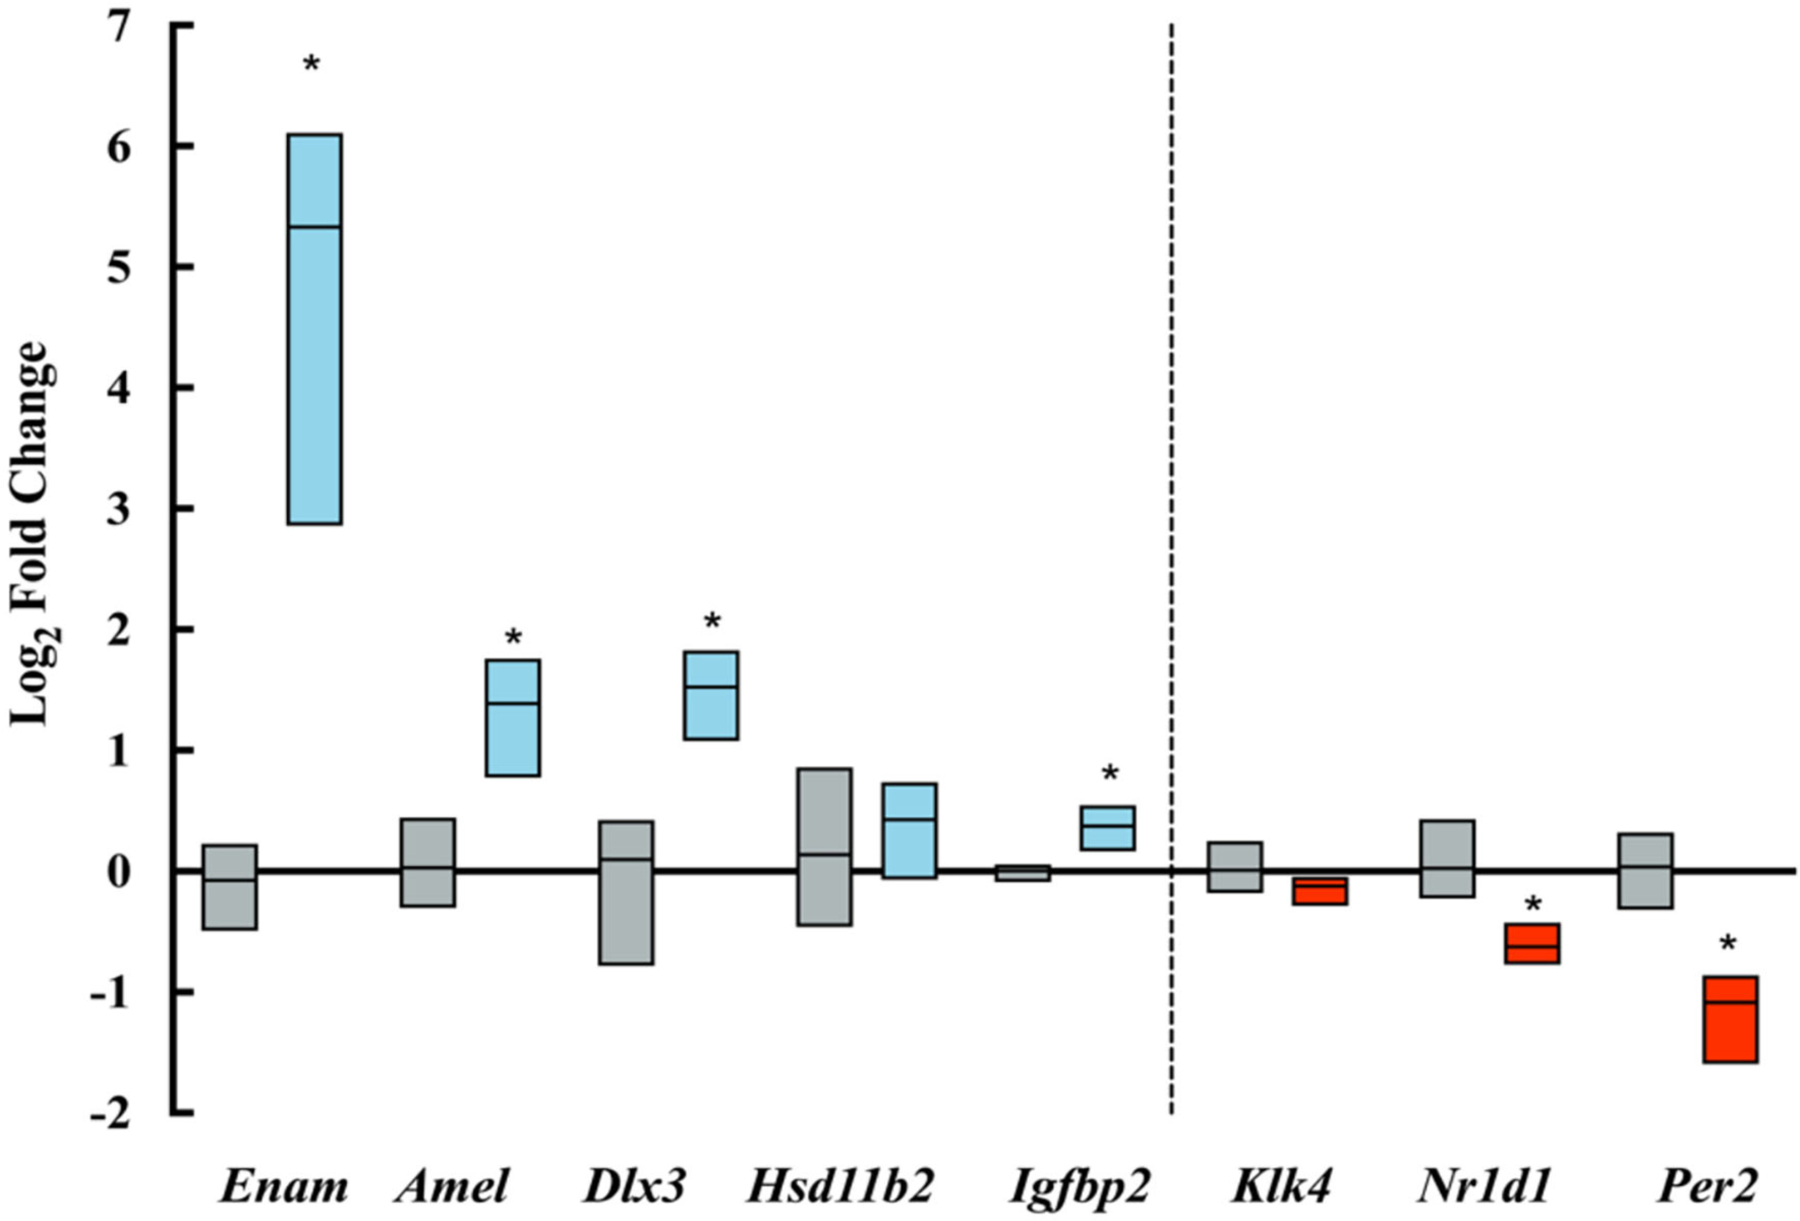
Log-fold changes of transcripts amplified by qPCR. Blue boxes show upregulated transcripts and red boxes show downregulated transcripts expressed in ELA enamel organs as compared to controls (gray boxes). *p <= 0.05.

**TABLE 1 |:** qPCR primer sequences.

Gene name	NCBI gene ID	Region	Primer sequence (5′ -> 3′)
Amelx	11704	4–24	Fwd: GGGACCTGGATTTTGTTTGCC
		119–99	Rev: TTCAAAGGGGTAAGCACCTCA
Enam	13801	565–583	Fwd: GGACGGCCAAAGTTCAGCA
		734–716	Rev: GGTGGGTCATCTGGAGGTG
Klk4	56640	236–254	Fwd: CGGGAGTCTTGGTGCATCC
		337–316	Rev: CTTGGGAGCCTTTCAGGTTATG
Dlx3	1747	555–573	Fwd: CCGAGGTTCGCATGGTGAA
		672–652	Rev: AAGGCCAGATACTGGGCTTTC
Igfbp2	16008	371–390	Fwd: CAGACGCTACGCTGCTATCC
		510–490	Rev: CCCTCAGAGTGGTCGTCATCA
Igfbp3	16009	225–2246	Fwd: TCTAAGCGGGAGACAGAATACG
		2315–2295	Rev: CTCTGGGACTCAGCACATTGA
Nr1d1	217166	1002–1021	Fwd: TTTTTCGCCGGAGCATCCAA
		1197–1178	Rev: ATCTCGGCAAGCATCCGTTG
Per2	8864	922–941	Fwd: CTTGATGCTCGCCATCCACA
		1069–1050	Rev: TATCTTCCTGCTCCACGGGT
Hsd11b2	15484	384–404	Fwd: GGTTGTGACACTGGTTTTGGC
		565–545	Rev: AGAACACGGCTGATGTCCTCT
Rpl19	19921	467–488	Fwd: ATGAGTATGCTCAGGCTACAGA
		570–550	Rev: GCATTGGCGATTTCATTGGTC

**TABLE 2 |:** Top pathways in enamel organs alter by early-life adversity.

GO	KEGG	Reactome
Extracellular matrix organization	Butanoate metabolism	Extracellular matrix organization
Proteinaceous extracellular matrix	Synthesis and degradation of ketone bodies	Degradation of the extracellular matrix
Extracellular matrix components	Malaria	Integrin cell surface interactions

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/, GSE199982.

# Supplementary material for: Effects of Early Life Adversity on Tooth Enamel Formation
**Source:** Front Dent Med. Author manuscript; Available in PMC 2023 Apr 6.
**Supplement:** Supplemental pdf

Supplementary Figures:

RNAseq pathway analysis

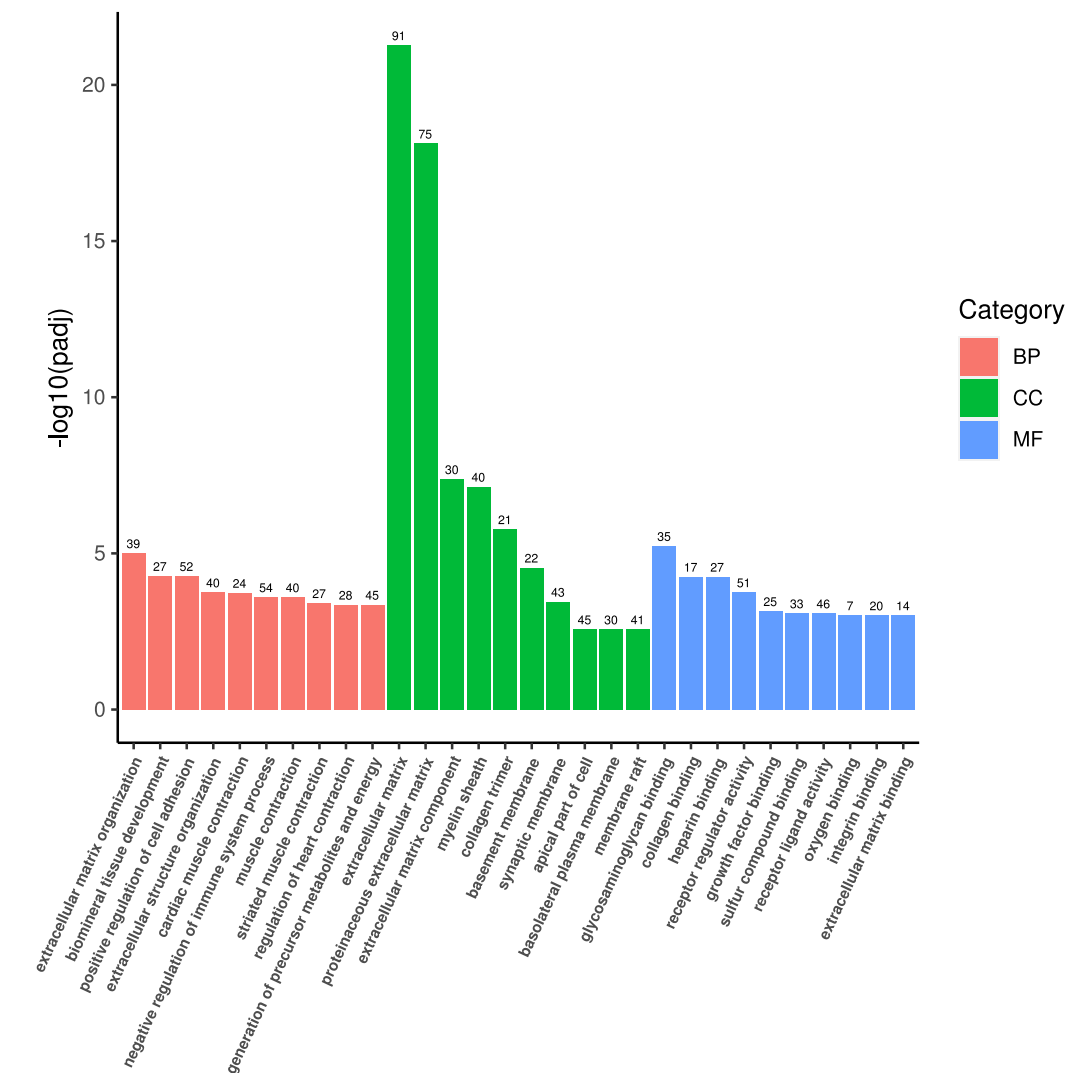

Supplement Fig 1. GO enrichment analysis showing the most significant 30 Terms upregulated in enamel organs from weight matched ELA as compared to control mice. Major categories include biological processes (BP), cell components (CC), and molecular functions (MF).

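An enrichment test asks whether a term holds more of the altered genes than its size would give, and it can take genes of both directions together. Split by direction, the altered genes of the matrix lists (unadjusted edgeR p below 0.05) were almost all lower in ELA. Of the matrix glycoproteins and proteoglycans, 15 were lower and 0 higher, where 3.03 altered genes are expected by chance. Of the collagens, 8 were lower and 1, Col8a2, was higher, where 2.51 are expected. Of the matrix-degrading enzymes and their inhibitors, 10 were lower and 0 higher, where 2.19 are expected. The adjusted p of a one-sided Fisher's exact test was 2.24e-06, 0.00191 and 0.000211 for the 3 lists. In camera with a correlation estimated from the data, the glycoproteins and collagens did not pass (adjusted p = 0.115 and 0.277) and the matrix-degrading enzymes did (0.0166). With only the 10 genes past the adjusted p counted as altered, the glycoproteins, which hold 1 of them, did not pass (adjusted p = 0.165), and the other 2 lists hold none and could not be tested. DESeq2 called 6, 2 and 2 of these genes lower and none higher.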

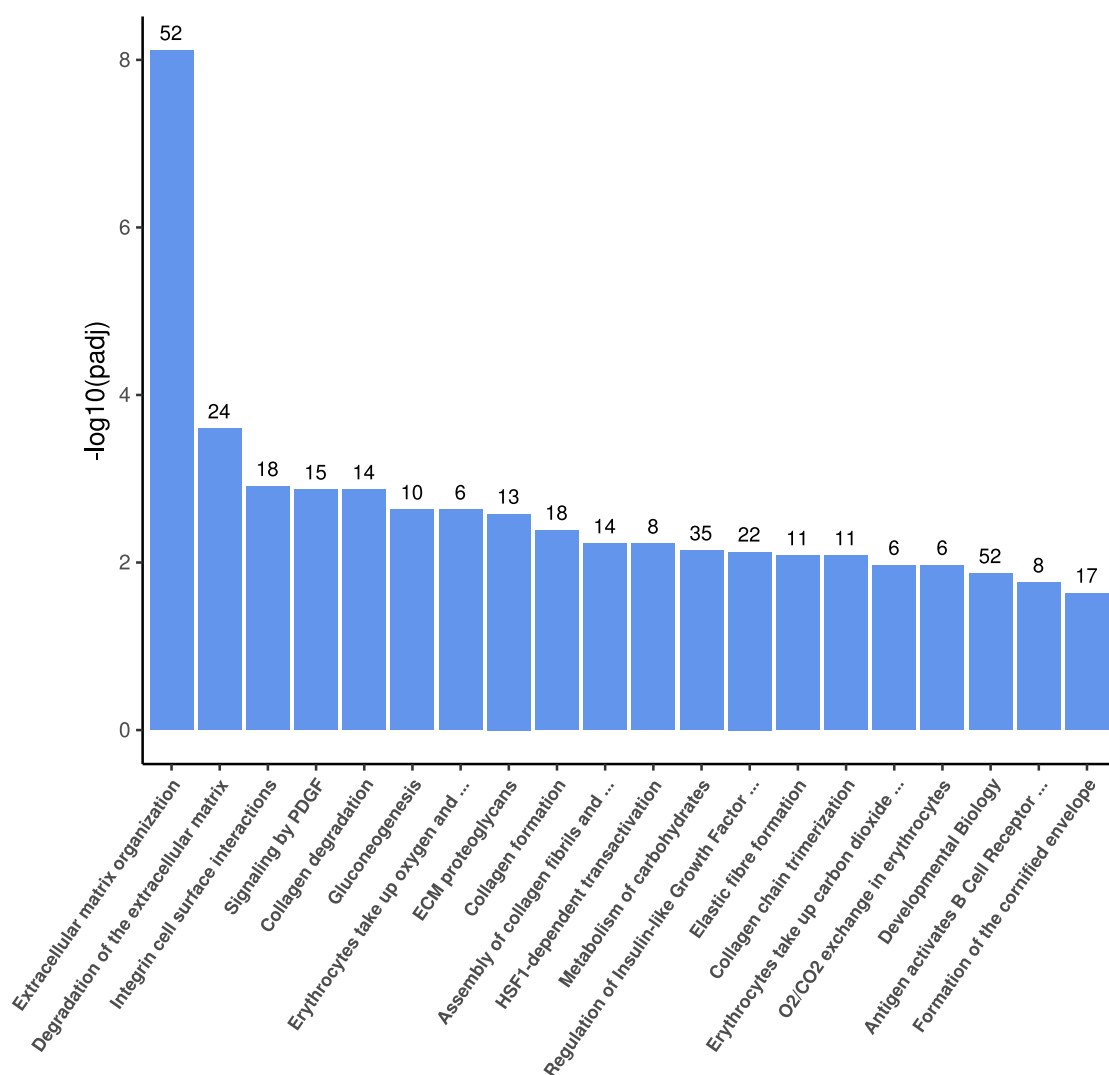

Supplement Fig 2. In the Reactome enrichment results, the most significant 20 pathways are shown. The abscissa is the Reactome pathway, and the ordinate is the significance level of the pathway enrichment. Higher values correspond to high significance.

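Among the Reactome sets that were lower in ELA enamel organs, integrin cell surface interactions held 76 tested genes, 15 of them lower and 2 higher at an unadjusted p below 0.05 (camera adjusted p = 0.000112, and 0.998 with an estimated correlation). Sets of energy metabolism and of the heat shock response were higher. The citric acid cycle held 18 tested genes with a median log2 fold change of 0.23 (adjusted p = 8.56e-05, and 0.998 with an estimated correlation), and transactivation by HSF1, the main transcription factor of the heat shock response, held 21 with a median of 0.23 (adjusted p = 0.000122, and 0.998 with an estimated correlation), 6 of them higher and none lower at the unadjusted p. In a list of 12 HSF1 targets, all 12 had a positive fold change and 3, Hsph1, Hspa1b and Hspa8, were higher when adjusted over the list alone (camera adjusted p = 2.1e-07, and 0.115 with an estimated correlation). Averaged over this list, log2 CPM was 7.21 and 7.32 in ELA mice t-205-1-3 and t-203-1-5. It was 6.66 to 6.86 in the other ELA mice and 6.48 to 6.63 in the control mice. Hspa8, a constitutive chaperone, was at 1660 ± 18.4 CPM (SD, n = 5) in ELA and 1263 ± 87.3 CPM (SD, n = 4) in control mice, and Hsph1 at 68.8 ± 10.2 and 39.9 ± 3.91 CPM (log2 fold change 0.79, adjusted p = 0.0791 from edgeR).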

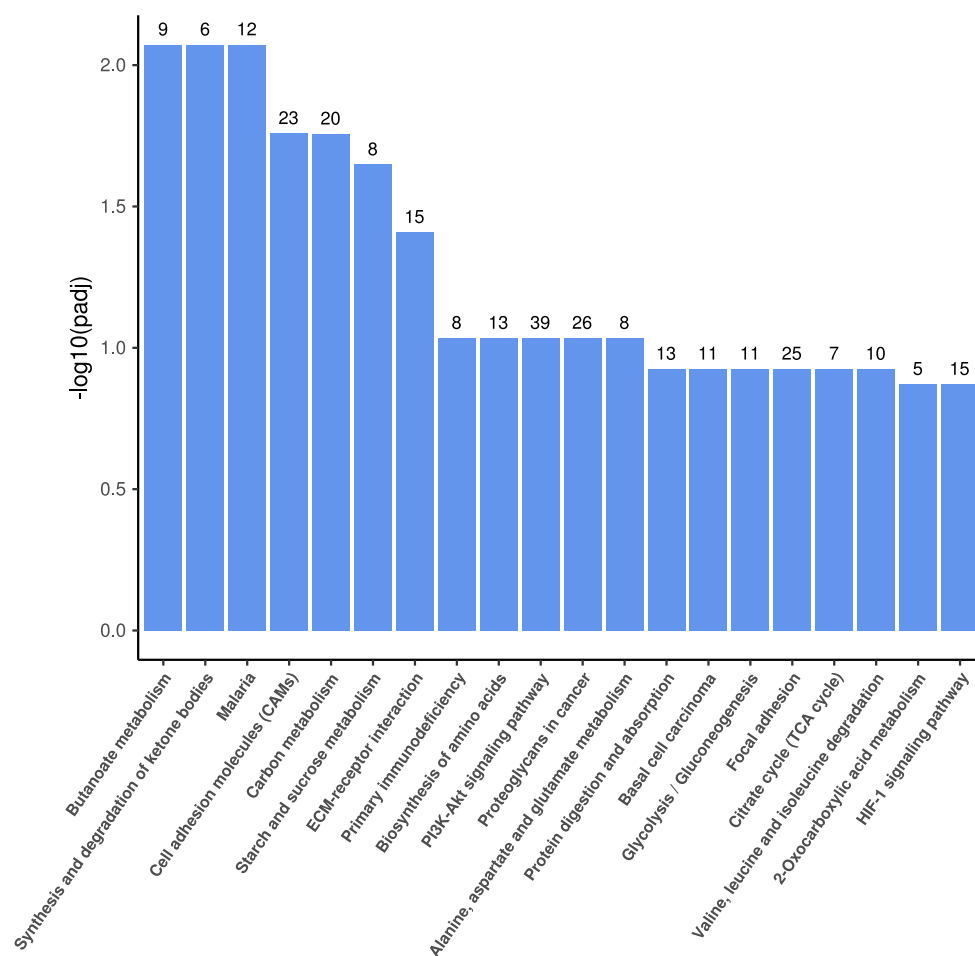

Supplement Fig 3) The most significant 20 KEGG pathways are shown. The abscissa is the KEGG pathway, and the ordinate is the significance level of the pathway enrichment. Higher values correspond to higher significance.

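Malaria is the third KEGG entry of Table 2, and that entry holds hemoglobin and thrombospondin genes. In these libraries 2 of the 4 hemoglobin genes in a list of 11 erythroid markers were lower in ELA when adjusted over the list alone. Hbb-bs was at 139.2 ± 48.0 CPM (SD, n = 5) in ELA and 300.4 ± 127.6 CPM (SD, n = 4) in control mice, and Hba-a1 at 103.6 ± 33.1 and 207.3 ± 80.8 CPM, with overlap between the groups for Hba-a1. Neither passed over all genes (adjusted p = 0.442 and 0.443 from edgeR). Hbb-bt and Hba-a2, with log2 fold changes of -0.92 and -0.99, did not pass over the list alone (adjusted p = 0.123 for each). The hemoglobin genes lie in pairs of near-identical copies, so reads can be shared between them. The erythroid markers were lower as a list in camera (adjusted p = 0.000483), and this call was lost with a correlation estimated from the data (adjusted p = 0.277 with an estimated correlation).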

How the deposited data were processed for this re-analysis (not part of the article)

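RNA from the first-molar enamel organs of 9 male mouse pups at postnatal day 12 was sequenced, 5 raised with limited bedding and nesting (ELA) and 4 controls, with 1 library per mouse. Conditions were taken from the sample labels and the methods of the paper, every column of the table was assigned to its mouse by name, and 0 columns of sample values were left unassigned. The titles open with t-203 or t-205 in ELA and with c-202 or c-204 in controls, and the labels do not give the meaning of these numbers. The methods of the paper name 2 litters per group for qPCR.

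The authors deposited a table of whole-number counts per Ensembl gene, which a sequencing company made for them. The processing notes of the submitters name CASAVA, HISAT and HISAT2, with no versions, and the counting program, its strand setting and the genome build are not given in the sources used here. Because strand handling is unknown, reads of overlapping genes on opposite strands, such as Amelx and Arhgap6, cannot be told apart. Gene lengths were taken as the deposited table gives them and used only to compute FPKM. Of the 54532 genes in the table, 54495 have an identifier in GENCODE M21, and 98.3% have the same coordinates there, so coordinates are given on GRCm38. There were 100 symbols on more than 1 gene, and genes were followed by their identifiers. Of the identifiers, 22388 were paired with an Entrez ID for the Reactome sets. No gene was left out of the library sizes.

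Total counts per library were 18056774 to 32110160 in ELA and 18683431 to 20831736 in controls. All pairs of libraries of a condition differed by far more than the sampling noise (chi-square per degree of freedom 25.9 to 175.7), so none was a repeat of another. Each mouse was counted as a replicate, and the tests over single mice treat them as independent. Whether mice that share a title number are independent cannot be decided from this measure, which only compares pairs of libraries. The first principal component of log2 CPM held 30.5% of the variance and the next held 20.4%.

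The comparison of ELA with control used edgeR 4.0.16 in R 4.3.3 on the deposited counts: filterByExpr with a count minimum of 10, TMM normalization, glmQLFit with robust estimation and glmQLFTest, with the Benjamini-Hochberg adjusted p over 15909 genes and a threshold of 0.05. DESeq2 1.42.0, the tool named in the methods of the paper, and limma-voom 3.58.1 were run as alternatives. In DESeq2, a gene without an adjusted p was kept as not tested. Means, SDs and values per mouse of named genes are CPM (counts scaled to the library total) with TMM library sizes. The genes expressed in only 1 group, the genes of single libraries and the nervous tissue markers are given as CPM of the plain library total. Log2 CPM values used a prior count of 2. A gene counted as expressed in a group at a mean above 1 CPM, since the text of the paper states no threshold for its Venn diagram. A gene of a single library had at least 2 CPM there and at least 10 times the highest value of the other libraries.

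The 34 gene and marker lists that were tested with camera were written from textbook knowledge before the data were examined, as were the tests on them, the comparison of the groups, the rule for named genes and all alternatives except those said to be chosen later. The markers of cerebellum, forebrain, sensory ganglion and neurons were listed, and the tests on them, on the share of counts, on the title numbers, on secretory-stage cells as the whole cause and on other splits for single lists were chosen, after the results were seen. That rule takes every gene the paper names, the 8 highest and 8 lowest fold changes among genes past the adjusted p with a mean of at least 1 CPM and no overlap between the groups, and the 4 genes of each list with the smallest p. Genes named outside the rule are said to be so or are members of a list or of a small set given in full. The lists of butanoate and ketone body genes follow the enzymes of those pathways and are not a copy of KEGG. Lists were tested with limma's camera on voom values with a preset inter-gene correlation of 0.01, with p-values adjusted over all 34 lists. Of these, 24 passed (11 higher and 13 lower), and 7 passed with a correlation estimated from the data. Over-representation was tested with a one-sided Fisher's exact test among genes with an unadjusted edgeR p below 0.05, since the counts printed in Supplementary Figures 1 to 3 exceed the number of genes past the adjusted p, with all tested genes as background. Reactome sets of 10 to 500 tested genes came with fgsea 1.28.0 and were tested over 14018 genes with an Entrez ID. GO terms and KEGG pathways were not used here.

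Each tool was tested on counts simulated from the means and depths of these libraries, with genes changed by known folds. At 2-fold and 4-fold, edgeR recovered 58.6% and 91.8% of 99 and 97 changed genes, DESeq2 66% and 94% of 100 each, and limma-voom 52.5% and 87.6% of 99 and 97. Of the calls, 10 of 157 were false in edgeR (6.4%), 43 in DESeq2 (21.2%) and 7 of 144 in limma-voom (4.9%), at an adjusted p threshold of 0.05. A larger count from DESeq2 therefore also holds a larger share of false calls under this simulation.

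The alternatives covered the count model, the normalization, the filter on low counts, the mice that share a number, each mouse left out in turn, the threshold, the correlation and the set test, and the thresholds for expressed genes. Those that left out the ELA mice t-203-1-4 and t-205-1-3 and those for the Reactome sets were chosen after seeing the data. Other splits of the 9 libraries into groups of 5 and 4 were drawn 100 times, the real one included, and 30 times for DESeq2 because of its running time. Tables were summarised with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9. MicroCT, SEM, body weight and qPCR measurements were not analysed here. The results of some single genes are not reported here.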

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

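The tests on ELA mouse t-203-1-4, on the share of counts taken by a few genes, on the numbers in the titles and on secretory-stage cells as the whole cause were chosen only after the results were seen, the adjustment over 3 genes after Amelx had missed the threshold over all genes, and the tests on the medians of mesenchyme and secretory-stage markers were chosen earlier.

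In ELA mouse t-203-1-4, 236 genes were at least 10 times as high as in every other library, against 0 or 1 gene in each control library, with Zic1 at 145.9 and Adcy1 at 115.3 CPM. A sensory ganglion of the jaw would bring its own markers. Of 15 such markers, however, 6.7% were above 1 CPM and at least 3 times every other library there. A shared response to ELA would raise the cerebellum markers in the other ELA mice. Over the 12 cerebellum markers that met this criterion, the median log2 ratio of those mice to the controls was -0.13. The criterion leaves out markers raised about as much in another ELA mouse. Those left out, Pcp4, Calb1, Fat2 and Itpr1, had overlapping values in the other ELA mice and the controls. Over all 16 cerebellum markers, the median was 0.262 CPM in controls and at most 0.388 CPM in any library but that of t-203-1-4. These values argue against a shared response for the cerebellum markers as a set. Slc1a6 went the other way, at 0.6454 to 1.813 CPM in the other ELA mice and 0.24 to 0.4419 CPM in controls. RNA of cerebellar tissue in this library is a candidate explanation, since 75% of 16 cerebellum markers (12 genes) met the same criterion, with a median of 32.7 CPM against at most 0.388 CPM in any other library. Of these markers Calb1, Fat2 and Itpr1 were also expressed in all libraries, and the criterion was met by 87.5% of general neuron markers and 18.8% of forebrain markers. The cerebellum markers were listed after the results were seen. They include Zic1, Neurod1 and Car8, which are among the 236 genes, so their share is not independent of the pattern. How such RNA would have come into the sample was not tested.

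The 120 tested genes of the matrix lists had a median log2 fold change of -0.31. A few genes taking most of the counts would lower all others, but the share of counts left to all genes except the 3 most abundant differed by -0.049 on the log2 scale, which argues against this as the cause. A lower share of mesenchymal cells in the ELA samples may account for part of the pattern, since the 12 mesenchyme markers outside the matrix lists had a median of -0.28 and 10 of them were negative. Gli1, a target of hedgehog signalling among these markers, went against it at 1.49. A lower expression of matrix genes per cell in ELA was not tested and stays open.

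Enam, Csn3 and Amelx were higher in every ELA mouse than in every control mouse. With these 3 genes taken out of the counts, the share left to all genes except the 3 most abundant differed by -0.024 on the log2 scale, against 1.56 for the smallest of their log2 fold changes, which argues against a few genes taking most of the counts as the cause. A rise in the mice titled t-203 alone could not be put to the test. The pattern itself is that every ELA mouse lay above every control mouse, so the mice titled t-205 were above the controls beforehand. Without the mice titled t-203, the log2 fold changes of Enam, Csn3 and Amelx were 3.09, 1.90 and 1.17 in edgeR. Their adjusted p was 0.00032, 0.00312 and 0.36 over all genes, and 5.87e-08, 5.72e-07 and 0.000308 over the 3 genes. Amelx was at 15220 and 24320 CPM in the mice titled t-205 against 8229 to 9465 CPM in the controls. Mean Enam was 7.89 times the control mean in the mice titled t-205 and 58.5 times in those titled t-203. More cells of the secretory stage are argued against as the whole cause. In that case 12 other genes of the secretory-stage list would have to rise by about as much. The highest of them, Dlx3, was at 0.72 (median 0.2, SD 0.32). Ambn, also of that list, was not among these 12 and was at 0.53. As part of the rise, more such cells and more transcript per cell cannot be told apart. Of the 12 genes 8 were positive, Ambn was positive as well, and the maturation-stage list had a median of 0.24. An effect of ELA on these genes stays open as a hypothesis, as do body weight, which was not tested, and a difference between the animals of each title number, which occurs in 1 condition only.

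A search for single libraries far from the rest of their group covered 100 groups of 4 or 5 libraries and found 7, where 5 are expected by chance. ELA mouse t-203-1-5 had a total count of 32110160, against 18056774 to 21973071 in the other ELA libraries. Car6 was at 24.59 CPM in control mouse c-202-1-2 and at 34.58 to 37.08 CPM in the other control mice. Car12 was at 106.1 CPM in ELA mouse t-205-1-3 and at 181.5 to 223.6 CPM in the other ELA mice. Prom2 was at 27.36 CPM in control mouse c-204-1-2 and at 35.38 to 36.71 CPM in the other control mice. Thbs4 was at 71.91 CPM in control mouse c-202-1-1 and at 145.2 to 152.2 CPM in the other control mice. Markers of keratinized oral epithelium averaged 6.04 on the log2 CPM scale in ELA mouse t-205-1-3 and 1.09 to 2.43 in the other ELA mice, and they averaged 1.87 in control mouse c-202-1-2 and 3.65 to 3.93 in the other control mice. In ELA mouse t-205-1-3, 18 genes were at least 10 times as high as in every other library, among them the keratins Krt13 and Krt4. In ELA mouse t-203-1-5 there were 3 such genes, the keratins Krt25, Krt12 and Krt28, against 0 or 1 in each control library.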

How the results depend on the processing

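The settings that left out the ELA mice t-203-1-4 and t-205-1-3 and those for the Reactome sets were chosen only after the results were seen, and all other settings were chosen earlier. The cause of the changes below was not tested, except where fewer mice or fewer genes entered the test. The lists of butanoate metabolism, ketone bodies, matrix degradation, secretory-stage ameloblasts and Wnt signalling kept their direction and passed under all settings, with adjusted p-values of at most 0.0166, 0.0186, 0.0166, 0.0279 and 0.0166. The normalizations (RLE, and TMM without abundant genes) left 6 genes higher and 4 lower in edgeR, limma-voom gave 6 and 3, at least 10 counts in every library gave 8 and 5, and a log2 fold change above 1 gave 5 and 3. In limma-voom Enam passed (adjusted p = 0.0372), and Chst1 and Capn6 did not (0.17 and 0.0612). Chst1 also did not pass with duplicateCorrelation on the title numbers (0.0822). No paired analysis was possible because the numbers in the titles (t-203 and t-205 in ELA, c-202 and c-204 in controls) occur in 1 condition each. Deviations of mice that share a number correlated at -0.271 and those of the other number of the same condition at -0.272. limma-voom was not run for the list tests. At the depth, spread and number of mice of these libraries, edgeR recovered a 2-fold change in 58.6% of simulated genes, and which of the 3 limits this was not tested.

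Of the genes called higher and lower, DESeq2 gave 79 and 59, an unadjusted p gave 566 and 459, no filter on low counts gave 22 and 16, duplicateCorrelation on the title numbers gave 23 and 26, and counts summed per title number gave 3 and 0. None of the 10 genes that edgeR called over all mice passed with summed counts (adjusted p = 0.0514 to 0.783). Without the mice titled c-202 there were 0 and 1, without those titled t-203 there were 4 and 0, without those titled c-204 there were 0 and 0, and without those titled t-205 there were 44 and 15. With 1 mouse left out in turn, 0 to 15 genes were higher and 0 to 8 lower: 15 and 8 without t-205-1-3, 1 and 1 without t-203-1-3 or t-203-1-5, 1 and 0 without t-205-1-1 or t-203-1-4, 0 and 1 without c-202-1-1, and 0 and 0 without c-204-1-1, c-204-1-2 or c-202-1-2. Without the ELA mice t-203-1-4 and t-205-1-3, edgeR called 11 and 2 and DESeq2 75 and 78, and without mouse t-203-1-4 alone DESeq2 called 63 and 61. For the settings with a count of 0, the unadjusted p was run over all 9 mice only (566 and 459). DESeq2 was run over all 9 mice (79 and 59) and, of these settings, only in the one without mouse t-203-1-4.

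Genes expressed only in ELA numbered 399 at a mean FPKM above 1 (407 only in controls, against 512 and 308 by CPM), 220 (without t-203-1-4) to 607 with 1 mouse left out in turn, 193 without mice t-203-1-4 and t-205-1-3, 2960 at 1 count in any library (2243 only in controls), and 2 when every library of a group had to pass (6 only in controls).

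Reactome sets numbered 20 to 31 higher and 14 to 36 lower with 1 mouse left out in turn, 27 and 17 without mice t-203-1-4 and t-205-1-3, and 0 and 0 in camera with an estimated correlation. With an estimated correlation, the adjusted p was 0.158 for the enamel matrix list, 0.277 for collagens and 0.115 for matrix glycoproteins. fry gave 0.0579, 0.287 and 0.0745. Across all list tests and settings, 661 results kept their call and direction, 74 lost the call, 17 gained it and 29 turned direction. For named genes these numbers were 1324, 122, 65 and 16. For over-representation, none of the 18 calls stood among the genes past the adjusted p, where 13 of these lists have no member and could not pass, and 16 lists had no call with either.

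Direction turned in the following lists (adjusted p with that setting) and genes (log2 fold change). With DESeq2 this was so for keratinized epithelium at 0.71 and salivary gland at 0.317. The salivary gland list also turned without a filter on low counts (0.388), with summed counts (0.125) and without the mice titled c-202 (0.965), c-204 (0.921) and t-205 (0.91). The glucocorticoid list turned at 0.725 with at least 10 counts in every library. Without the mice titled c-202, skeletal muscle turned at 0.0831, endothelium at 0.319 and Klk4 at -0.052. Without those titled t-203, the lists were GABA at 0.769, circadian clock at 0.771, cell cycle at 0.148 and keratinized epithelium at 0.28, and the genes were Odam at 0.0098, Mmp20 at -0.042 and Per1 at 0.12. Rpl19 was at 0.099 without those titled c-204, and Klk4 at -0.071 without those titled t-205. Klk4 was at -0.0074 in limma-voom and -0.017 with duplicateCorrelation. Without mice t-203-1-4 and t-205-1-3, cell cycle turned at 0.226, skeletal muscle at 0.614, Gad1 at 0.049 and Rpl19 at 0.015.

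With 1 mouse left out in turn, log2 fold changes were -0.0066 (without t-203-1-3) to 0.19 for Mmp20, -0.084 to 0.064 for Klk4 and -0.15 to 0.049 for Rpl19. Klk4 was negative without t-205-1-1 (-0.084), t-203-1-3 (-0.025) or c-202-1-2 (-0.060), and Rpl19 positive without t-203-1-4 (0.023) or c-204-1-2 (0.049). The adjusted p of the IGF axis was 0.0869 to 0.999, with the direction turned without c-204-1-2 (0.999). The glucocorticoid list had 0.442 to 0.944, turned without t-205-1-3 (0.926), t-203-1-5 (0.824) or c-202-1-1 (0.944). Cell cycle had 0.107 to 0.961, turned without t-203-1-4 (0.432) or t-203-1-5 (0.587). Skeletal muscle had 0.0247 (without c-204-1-2) to 0.646, turned without t-205-1-3 (0.596) or c-202-1-2 (0.253). Endothelium had 0.0247 (without c-204-1-2) to 0.968, turned without c-202-1-1 (0.968). Salivary gland had 0.587 to 0.999, turned without t-205-1-1 (0.64), c-204-1-1 (0.646), c-204-1-2 (0.999) or c-202-1-2 (0.664).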

Differences from the paper's values

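The DESeq2 settings that left out ELA mice were chosen only after the results were seen. The paper reports 81 genes upregulated in ELA at an adjusted p threshold of 0.05, and edgeR called 6 at that threshold. The paper reports 62 downregulated genes, and edgeR called 4. Of the alternatives set before the data were examined, DESeq2 with 79 and 59 genes came within 1.5 times of both of the paper's counts, and it is the tool the paper's methods name. The others did not, from RLE normalization (6 and 4), normalization without abundant genes (6 and 4), limma-voom (6 and 3), at least 10 counts in every library (8 and 5), no filter on low counts (22 and 16), a log2 fold change above 1 (5 and 3), duplicateCorrelation (23 and 26), summed counts (3 and 0) and the unadjusted p (566 and 459) to each mouse left out in turn (0 to 15 and 0 to 8). Without the mice of each title number, the counts were 0 and 1 (c-202), 4 and 0 (t-203), 0 and 0 (c-204) and 44 and 15 (t-205). DESeq2 without ELA mouse t-203-1-4 (63 and 61) and without ELA mice t-203-1-4 and t-205-1-3 (75 and 78) also came within 1.5 times, and both were chosen after seeing the values. How many of the paper's own called genes these settings drop was not counted, since no list of those genes was used here.

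The paper states that ameloblastin was among the most upregulated genes. Ambn had a log2 fold change of 0.42 to 0.68 over 22 alternative settings and did not pass the adjusted p in any of them. Its unadjusted edgeR p was 0.0145. Adjusted over a list alone, it passed in the secretory-stage list (0.0434) and not in the enamel matrix list (0.0578). Amelx and Enam ranked 174 and 3 of 15909 by fold change and 4 and 14 by p. The paper states that enamelin was higher. Enam was higher in all 9 fits with a mouse left out, but its adjusted p was 0.0571 in edgeR. It passed in DESeq2 (4.25e-10), limma-voom (0.0372), with at least 10 counts in every library (0.0336), with duplicateCorrelation (0.013) and without the mice titled t-203 (0.00032), those titled t-205 (3.67e-05), ELA mouse t-205-1-3 (0.00622) or, in a setting chosen after seeing the values, ELA mice t-203-1-4 and t-205-1-3 (0.00619).

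The paper states that Car6, Car3 and Car12 were significantly higher, and edgeR gave adjusted p-values of 0.0791, 0.0877 and 0.11. Car6 passed in DESeq2 (5.03e-07), with duplicateCorrelation (0.0297), without the mice titled t-205 (0.00443) and without ELA mouse t-205-1-3 (0.00816). Car3 passed in DESeq2 (7.26e-05), without a filter on low counts (0.0162), with duplicateCorrelation (0.0261) and without the mice titled t-205 (0.0323). Car12 passed in DESeq2 (0.000645), without a filter on low counts (0.0205), with duplicateCorrelation (0.0448), without the mice titled t-205 (0.0195) and without ELA mouse t-205-1-3 (0.0124). Without ELA mice t-203-1-4 and t-205-1-3, chosen after seeing the values, Car6 (0.00905) and Car12 (0.0272) passed as well. With counts summed per title number, none of Enam, Car6, Car3 and Car12 passed (adjusted p = 0.809, 0.619, 0.243 and 0.188), and the correlation that duplicateCorrelation estimated was negative at -0.17. The adjusted p over the alternatives reached 1.0 for Enam and for each of these 3 genes.

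The paper states that thrombospondin 2 was downregulated. Thbs2 was lower in all settings, with an adjusted p of 0.166 in edgeR, and it passed in DESeq2 alone (0.00867, where the 22 alternative settings reached 1.0). The paper states that Igfbp2, Abat and Aldh5a1 were higher in the RNAseq data. All 3 had positive fold changes and an unadjusted edgeR p below 0.05 (0.0105, 0.0058 and 0.0134). None passed the adjusted p in any of 22 alternative settings, where the lowest adjusted p was 0.199, 0.162 and 0.218.

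The legend of Supplementary Figure 1 describes its GO terms as upregulated, extracellular matrix terms among them. Here 36 of 47 matrix glycoproteins and 30 of 39 collagens had a negative log2 fold change. Both lists lost their call in camera with an estimated correlation (adjusted p = 0.115 and 0.277). In the Reactome set for extracellular matrix organization, 35 genes were lower and 5 higher at the unadjusted p.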

Other observations

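The splits for single lists reported at the end were chosen only after the results were seen, and the count splits and the lists were chosen earlier. Wnt signalling genes were lower in ELA enamel organs. Of 34 tested genes, 26 had a negative log2 fold change (median -0.17), 1, Dkk3, was lower over all genes in edgeR, and 5, Dkk3, Sfrp4, Apcdd1, Wif1 and Nkd2, were lower when adjusted over the list alone. Markers of dental mesenchyme and fibroblasts (16 of 18 negative, median -0.50) and of osteoblasts (9 of 11 negative, median -0.39) were lower with them. Both of these marker lists lost their call in camera with an estimated correlation (adjusted p = 0.118 and 0.115). With 1 mouse left out, Dkk3 passed in edgeR without ELA mouse t-205-1-3 (0.0357) and in no other such fit (up to 0.274). All 5 are known as secreted, membrane or intracellular inhibitors of Wnt signalling or relatives of them. Sfrp4, a secreted frizzled-related protein, was at 39.4 ± 11.3 CPM (SD, n = 5) in ELA and 73.4 ± 6.53 CPM (SD, n = 4) in control mice (log2 fold change -0.90, adjusted p = 0.118 from edgeR, 0.0131 without ELA mouse t-203-1-5, and 0.00245 to 1.0 over 22 alternative settings). Wif1, a secreted Wnt inhibitor, was at 200.2 ± 16.7 and 337.5 ± 71.9 CPM (log2 fold change -0.75, adjusted p = 0.145 from edgeR). The list passed camera (adjusted p = 1.51e-05), also with an estimated correlation (adjusted p = 0.0166 with an estimated correlation).

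Markers of B lymphocytes were lower as well. Ighm had a mean of 4.97 CPM in ELA and 17.1 CPM in control mice, and Ms4a1, Cd79b and Pax5 had control means of 2.35 to 3.94 CPM. Of 11 tested genes, 9 were negative (median -1.78), 1, Ighm, was lower over all genes in edgeR, and when adjusted over the list alone 7 were lower and 1, Blnk, was higher at 0.57. With 1 mouse left out, Ighm passed in edgeR without ELA mouse t-203-1-3 (0.0328) and in no other such fit (up to 0.257). Ms4a1 had a log2 fold change of -3.35 (adjusted p = 0.0571 from edgeR, 0.0131 without ELA mouse t-205-1-3, and 1.86e-07 to 1.0 over 21 alternative settings), Cd79b, a part of the B cell receptor, of -1.95 and Pax5, the transcription factor of the B lineage, of -1.78. The list passed camera (adjusted p = 2.43e-09, and 0.0392 with an estimated correlation), and the call was lost with at least 10 counts in every library (0.725), where fewer of these genes were tested.

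Further lists that passed camera with the preset correlation were mixed in size. Glycolysis and hypoxia was higher (18 of 20 positive, median 0.21, adjusted p = 0.00153, and 0.23 with an estimated correlation), and its call was lost without the mice titled t-205 (0.0892). Epithelial markers were higher (9 of 15 positive, median 0.10, adjusted p = 0.0372, and 0.451 with an estimated correlation), with 1 gene, Krt8, higher over all genes and over the list alone. With 1 mouse left out, Krt8 passed in edgeR without ELA mouse t-205-1-3 (0.0357) and in no other such fit (up to 0.257). The call of the list was lost without ELA mouse t-205-1-1 (0.278), ELA mouse t-205-1-3 (0.152), control mouse c-204-1-2 (0.0816), control mouse c-202-1-2 (0.352) or the mice titled c-202 (0.153) or t-205 (0.956). Adipocyte markers were higher, but only 3 were tested (median 0.99, adjusted p = 0.000782, and 0.0416 with an estimated correlation), 2 of them, Car3 and Fabp4, higher over the list alone. This call was lost without a filter on low counts (0.0731).

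Immediate early genes were lower (10 of 13 negative, median -0.23, adjusted p = 0.0455, and 0.451 with an estimated correlation). The call was lost without ELA mouse t-205-1-1 (0.0542), t-203-1-3 (0.126) or t-203-1-4 (0.458) and without control mouse c-202-1-1 (0.0987) or c-202-1-2 (0.268), without the mice titled c-202 (0.655) or t-203 (0.571), without a filter on low counts (0.0582) and with at least 10 counts in every library (0.123). Macrophage and leukocyte markers were lower (13 of 14 negative, median -0.16, adjusted p = 0.0186, and 0.451 with an estimated correlation), and the call was lost without ELA mouse t-205-1-1 (0.0888), ELA mouse t-203-1-4 (0.293), control mouse c-202-1-1 (0.252) or the mice titled c-202 (0.6) or t-205 (0.135). Keratinized oral epithelium was lower in camera (adjusted p = 0.00677, and 0.451 with an estimated correlation) although 8 of its 12 genes were positive (median 0.18), and the call was lost without ELA mouse t-203-1-4 (0.0911) or the mice titled c-204 (0.177) and with summed counts (0.301), and turned to higher in DESeq2 (0.71) and without the mice titled t-203 (0.28).

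The clock genes did not pass as a list (11 of 21 negative, median -0.06, adjusted p = 0.405). Nr1d1 was at 17.4 ± 4.07 CPM in ELA and 24.2 ± 2.72 CPM in control mice (log2 fold change -0.47, adjusted p = 0.615 from edgeR), Per2 had -0.39 (adjusted p = 0.849), Per1 had -0.11, and Nfil3, a repressor of clock output genes, had 0.53 (adjusted p = 0.411). The ER stress list did not pass (16 of 17 positive, median 0.09, adjusted p = 0.0548) and passed in 8 of 23 alternative settings: without ELA mouse t-203-1-4 (0.00217), control mouse c-204-1-2 (0.0471) or control mouse c-202-1-1 (0.038), without the mice titled t-203 (0.0185), in DESeq2 (0.0465), without a filter on low counts (0.0253), with summed counts (0.0258) and, in a setting chosen after seeing the values, without ELA mice t-203-1-4 and t-205-1-3 (0.00307). Schwann cell markers did not pass (6 of 10 negative, median -0.03, adjusted p = 0.0639) and passed without ELA mouse t-203-1-4 (0.000142), control mouse c-204-1-2 (0.0387), the mice titled t-203 (0.000276) or c-204 (0.0441) or, in a setting chosen after seeing the values, ELA mice t-203-1-4 and t-205-1-3 (0.000273). Endothelium (8 of 12 negative, median -0.09, adjusted p = 0.277) passed without control mouse c-204-1-2 (0.0247) or the mice titled c-204 (0.000507) and turned direction without control mouse c-202-1-1 (0.968) or the mice titled c-202 (0.319). Skeletal muscle (15 of 24 positive, median 0.23, adjusted p = 0.55) passed without control mouse c-204-1-2 (0.0247) or the mice titled c-204 (0.0101) and turned without ELA mouse t-205-1-3 (0.596), control mouse c-202-1-2 (0.253) or the mice titled c-202 (0.0831). Cell cycle genes (16 of 22 positive, median 0.06, adjusted p = 0.641) turned without ELA mouse t-203-1-4 (0.432) or t-203-1-5 (0.587).

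Cartilage markers did not pass (6 of 9 negative, median -0.46, adjusted p = 0.298), and over the list alone Sox9 was higher at 0.77 and Hapln1 lower at -0.77. The 2 tested salivary gland markers did not pass (median -0.15, adjusted p = 0.761), and their direction turned without ELA mouse t-205-1-1 (0.64), control mouse c-204-1-1 (0.646), c-204-1-2 (0.999) or c-202-1-2 (0.664). Rpl19, the reference gene of the paper's qPCR, had a log2 fold change of -0.045, which was 0.023 without ELA mouse t-203-1-4 and 0.049 without control mouse c-204-1-2. Gapdh, a member of the glycolysis and hypoxia list, was at 121 and 118.6 CPM in ELA mice t-205-1-3 and t-203-1-5 and at 5.312 to 8.115 CPM in the other 7 libraries. Shh, a signalling protein of the tooth germ that was singled out after its values were seen, had a log2 fold change of 3.44 (adjusted p = 0.0714 from edgeR).

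Other splits of the 9 libraries show how often a random grouping of single mice gives as many calls. They ignore the title numbers, which differ between the conditions. Chance differences between the animals of each number therefore cannot be excluded by them. For the 10 genes past the adjusted p in edgeR, 4 of 100 splits gave as many, the real one included, so this count was uncommon among such splits. However, the highest other split, ELA mice t-203-1-3 and t-203-1-5 with control mice c-204-1-2, c-202-1-1 and c-202-1-2, gave 265 genes. Further splits gave 37 and 11 genes. The median of the other splits was 0, and the cause of the 265 was not tested. For the 24 lists past the adjusted p, 2 of 100 splits gave as many and the highest other gave 24, so this count was uncommon as well. Chance is not excluded for the 47 Reactome sets (54 of 100 splits, highest other 270), the 512 genes expressed only in ELA (38 of 100, highest other 732), the 308 only in controls (58 of 100, highest other 749) and the 138 genes of DESeq2 (4 of 30, highest other 858).

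For single lists the measure was the -log10 p of camera. As large a value was uncommon among the splits for butanoate metabolism (1 of 100 splits, 8.58 against 7.27 in the highest other) and ketone bodies (1 of 100, 6.87 against 6.56). The same held for matrix degradation (1 of 100, 8.38 against 7.02) and the Reactome set for extracellular matrix organization (3 of 100, 6.53 against 7.61). However, none of the 867 Reactome sets passed camera with an estimated correlation. These splits ignore the title numbers as well, and they were not adjusted for the number of patterns. Chance is not excluded for the enamel matrix list (6 of 100, 4.17 against 7.38), collagens (17 of 100, 5.39 against 14.62) and matrix glycoproteins (5 of 100, 10.77 against 15.12).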
